# Differential sRNA Regulation in Leaves and Roots of Sugarcane under Water Depletion

**DOI:** 10.1371/journal.pone.0093822

**Published:** 2014-04-02

**Authors:** Flávia Thiebaut, Clícia Grativol, Milos Tanurdzic, Mariana Carnavale-Bottino, Tauan Vieira, Mariana Romeiro Motta, Cristian Rojas, Renato Vincentini, Sabrina Moutinho Chabregas, Adriana Silva Hemerly, Robert A. Martienssen, Paulo Cavalcanti Gomes Ferreira

## Abstract

Plants have developed multiple regulatory mechanisms to respond and adapt to stress. Drought stress is one of the major constraints to agricultural productivity worldwide and recent reports have highlighted the importance of plant sRNA in the response and adaptation to water availability. In order to increase our understanding of the roles of sRNA in response to water depletion, cultivars of sugarcane were submitted to treatment of ceasing drip irrigation for 24 hours. Deep sequencing analysis was carried out to identify the sRNA regulated in leaves and roots of sugarcane cultivars with different drought sensitivities. The pool of sRNA selected allowed the analysis of different sRNA classes (miRNA and siRNA). Twenty-eight and 36 families of conserved miRNA were identified in leaf and root libraries, respectively. Dynamic regulation of miRNA was observed and the expression profiles of eight miRNA were verified in leaf samples from three biological replicates by stem-loop qRT-PCR assay using the cultivars: SP90–1638 - sensitive cultivar- and; SP83–2847 and SP83–5073 - tolerant cultivars. Altered miRNA regulation was correlated with changes in mRNA levels of specific targets. Two leaf libraries from individual sugarcane cultivars with contrasting drought-tolerance properties were also analyzed. An enrichment of 22-nt sRNA species was observed in leaf libraries. 22-nt miRNA triggered siRNA production by cleavage of their targets in response to water depletion. A number of genes of the sRNA biogenesis pathway were down-regulated in tolerant genotypes and up-regulated in sensitive in response to water depletion treatment. Our analysis contributes to increase the knowledge on the roles of sRNA in sugarcane submitted to water depletion.

## Introduction

Epigenetic regulation has gained increasing interest recently as a possible source of variation for plant breeding [1]. Several studies have shown that epigenetic regulation is essential for plant developmental processes [2], modifying our understanding of how plants can respond and adapt to different stress situations [3], [4]. Epigenetic regulation is coupled with small RNA (sRNA) to bring about transcriptional gene silencing via DNA and histone methylation, or can act at post-transcriptional level by targeting mRNA for degradation via microRNA (miRNA)-directed cleavage [5]. sRNA are increasingly being investigated as an epigenetic mechanism involved in responses to stresses in plants [6].

The discovery of small non-coding RNA with regulatory functions has modified our notion of gene, both in terms of its definition and gene regulation. These small RNA provide regulatory plasticity, and are divided into two categories: microRNA (miRNA) and small interfering RNA (siRNA), which include *trans*-acting small interfering RNA (ta-siRNA) [7]. These sRNA classes are generated by the processing of a double-stranded RNA (dsRNA) precursor by RNase III-like Dicer proteins (DCL) [8]. However, the type of precursor, the enzymes of the biogenesis pathways, and mechanism of action can distinguish the sRNA classes.

The canonical miRNA are endogenous 21–24-nucleotide (nt) long sequences transcribed from MIR genes [9]. In plants, the primary transcripts of MIR genes are stem-loop partially double-stranded RNA structures, which are processed by DCL1 and two other proteins, HYPONASTIC LEAVES 1 (HYL1) and SERRATE (SE) to generate a miRNA/miRNA* duplex, which is methylated in both strands by HUA ENHANCER 1 (HEN1) [10] and exported by HASTY (HST) from the nucleus to the cytoplasm [11]. Next, one strand, the mature miRNA, is loaded into the RNA-Induced Silencing Complex (RISC), a ribonucleoprotein complex which includes the ARGONAUTE1 (AGO1) protein [12]. AGO1 then binds the target mRNA transcript via complementarity to the miRNA sequence previously loaded in the active RISC. In plants, the regulation of expression occurs by target mRNA cleavage with near-perfect complementarity, or, less frequently, by translational inhibition or DNA methylation [13], [14].

Precursors of siRNA, in contrast, are originated mainly from transcripts from repetitive DNA in the genome, but also by exogenous viral sources [15]. These transcripts are then made double stranded via the action of an RNA Dependent RNA polymerase activity (mainly RDR2) and further processed into siRNA by DCL3 [16] which, similarly to miRNA, are loaded in AGO4, and participate in directing DNA and histone methylation to the target locus, thereby causing its transcriptional silencing [17].

Trans-acting siRNA, on the other hand, are reminiscent of miRNA in terms of their role in post-transcriptional gene regulation; however, their biogenesis shares common processes with miRNA and siRNA. The primary ta-siRNA (pri-ta-siRNA) is a single-stranded RNA, which contains a target site for miRNA binding, necessary to trigger the ta-siRNA formation. After the cleavage of the pri-ta-siRNA, RNA-dependent RNA polymerase 6 (RDR6) generates a double-strand from 3′ fragment, the ta-siRNA precursor (pre-ta-siRNA). This precursor is processed by DCL4 into a duplex that will originate 21-nt ta-siRNA [18]. Remarkably, ta-siRNA mediated regulation is an ancient pathway, once they occur in mosses and all the way to flowering plants [19], [20].

An important area of investigation is the role of sRNA regulation upon environmental stresses [21]. Given that RNAi mechanisms have been retained in all major plant clades, it is not surprising that miRNA and different classes of siRNA have been reported to participate in plant responses to abiotic stress [22]. A large fraction of the miRNA families, the most abundant in the majority of the plants, was first described in model species, such as *Arabidopsis thaliana*, where almost the entire genome sequence is available [5], [23]. However, in polyploid plants with large genomes, where a complete genomic sequence is still missing, such as sugarcane (*Saccharum spp.*); miRNA discovery is significantly more complex. On the other hand, high-throughput sequencing technologies and bioinformatics analyzes enable the identification of conserved microRNA sequences by comparison with databases of small RNA sequences [24], [25].

Sugarcane is a monocot plant from the Poaceae family, whose production is responsible for 60% of the raw sugar manufactured worldwide; it also represents an important source of biofuel. Despite of its economic importance, sugarcane gene regulatory pathways have not been studied extensively, in part due to its genomic complexity [26]. The description of gene regulatory pathways in sugarcane is an important step in a possible creation of tolerant varieties to drought, which is major goal in countries where sugarcane is cultivated.

As a first step to investigate the role sRNA regulation in the response of sugarcane to water depletion, we constructed and sequenced sRNA libraries from different cultivars of sugarcane in control and stress situation. Bioinformatics analyses identified 28 and 36 conserved miRNA families in leaf and root libraries, respectively. Two leaf libraries from individual sugarcane cultivars that have contrasting to drought-tolerance properties were also analyzed. MiRNA are differentially expressed in leaves and roots upon treatment with water depletion. The expression profiles of eight miRNA (miR156, miR159 (two isoforms), miR164, miR167, miR168, miR169 and miR397) differentially expressed in leaves were examined using stem–loop RT-PCR assay. The biological functional of miRNA was accessed by analyzing their putative targets. Furthermore, a large-scale investigation of sRNA in sugarcane using a computational approach has identified siRNA candidates from targets of miRNA with 22-nt in the length. The expression of one 21 nt siRNA, which is present in all libraries, was up-regulated in three different cultivars in response to water depletion. To investigate the distribution of the siRNA fraction was aligned in cluster of sugarcane repeats, and the T0h libraries have shown a distinct distribution of siRNAs. Furthermore, expression analyzes of genes from the machinery of sRNA biogenesis, including DCL1, DCL2, RDR6, HYL1, and three genes encoding of AGO1 and AGO4 have shown down-regulation in drought tolerant cultivars and up-regulation in sensitive cultivar in response to 24 h of water depletion. Our findings contribute to increase the knowledge of sRNA roles in response to water depletion in the complex, polyploidy sugarcane plant.

## Materials and Methods

### Plant Material and Experimental Procedure

The Centro de Tecnologia Canavieira (CTC) provided stalks of sugarcane cultivars, with different drought sensitivities. Based on chlorophyll and water content measurements, cultivars CTC15, CTC6, SP83–2847 and SP83–5073, and CTC9, CTC13, SP90–1638 and SP90–3414 were considered as drought tolerant and sensitive, respectively. Stalks were planted germinated and grown in 5 L pots with a mixture of soil and sand (2∶1) in a greenhouse at 28°C, and irrigated by dripping. After three months, the plants were exposed to drought by withholding water for 24 hours. Treated and control roots and shoots were harvested at 0 and 24 hours of treatment, respectively. Preparation of small RNA libraries of root samples was described previously [27]. Similarly, four leaf sRNA libraries were constructed from RNA pools from sensitive and tolerant sugarcane cultivars submitted to water depletion or from control plants. Additionally, three experiments were carried out using the same experimental procedure to obtain plant material to validate the bioinformatics analysis of the libraries. However, for this experiment only three cultivars (SP83–2847 and SP83–5073 and SP90–1638) were used. Besides, only shoots were harvested.

### RNA Extraction and Sequencing Small RNA Library Construction

Sensitive and tolerant cultivars in each experiment were grouped as a pool of treated plants (plants that received the treatment of water depletion) and control plants. Total RNA for each pool was isolated from fresh root and leaf plant material using Trizol (Invitrogen, CA, USA) as described by the manufacturer. The amount of RNA was measured using Thermo Scientific NanoDrop 2000c Spectrophotometer and then the quality was verified by electrophoresis on a 1% agarose gel. The RNA was used to construct the small RNA libraries, using Illumina-based small RNA cloning protocol [28]. Detailed protocol is available upon request. In addition, using the same strategy cited above, more two sRNAs libraries were constructed using leaves from individual cultivar one tolerant cultivar (CTC6) and one sensitive cultivar (SP903414) submitted to 24 h of water deficit. After this, sRNAs were sequenced on the Illumina GAII sequencer at Cold Spring Harbor Laboratory. The sequence data from this study have been submitted to NCBI - Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE42483. The quality of the sequences was evaluated by measuring the quality of the reads according to the percentage of bases having a base quality greater or equal than 30 (Q30). On average, 80% of each flow cell lane had Q30 of quality. Next, adapters and “N” bases were trimmed of the reads, and reads in the 18–28 nt range were separated for further analysis. Using the UEA sRNA toolkit-Plant version filter pipeline (http://srna-tools.cmp.uea.ac.uk/) [29], and three different databases - all RNA from Rfam, all Arabidopsis tRNA from The Genomic tRNA Database and all plant t/rRNA sequences from EMBL release - reads with low-complexity (less than 3 different bases) and both sense and antisense matches with different types of RNA (e.g. sno/t/rRNA) were removed.

### Bioinformatics Analysis

#### Identification and electronic northern of miRNA

Filtered sRNAs reads were submitted to the University of East Anglia sRNA toolkit-Plant version miRProf, which determines the expression levels of sRNAs matching them to known miRNAs at miRBase and at a specific genome. The expression level of a miRNA represents the number of occurrences of the sequence in the library. miRProf was run with sRNA minimum size of 18 nt, maximum size of 28 nt. The sRNA libraries were matched to known Viridiplantae mature miRNA deposited in the miRBase database release 17 (http://www.mirbase.org/ftp.shtml) and to *Sorghum bicolor* genome (JGI, v1.0) by using PatMaN (a miRProf inside program). The output of the miRProf showed sequences of miRNA that had a maximum of three mismatches with the miRBase and sorghum genome and their unique sequence counts. To allow comparison between libraries, unique counts were normalized in reads *per* 1 million (RPM) and the total number of filtered reads for each library was used for normalization. With the identified miRNA sequences and their normalized expression numbers, we represented the miRNA expression levels on each sample as electronic northern. The changes of miRNA expressions between libraries were evaluated by using the IDEG6 software available at (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/). The statistical analysis (Fisher exact test) was performed with a p-value cutoff <0.05 and Bonferroni correction. The normalized miRNA expression data have been submitted to NCBI - Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE42483.

MiRNAs from sRNAs libraries of CTC6 (tolerant cultivar) and SP903414 (sensitive cultivar) submitted to water depletion (24 h) were identified by a similar pipeline. The following comparisons of miRNA profile among pool libraries and individual cultivar libraries were performed: Comparison 1– influence of genetic variation on miRNA response to water depletion (T24h/S24h vs. CTC6/SP903414); Comparison 2– influence of water depletion treatment in miRNA response on each genotype (CTC6/T0h vs. T24h/T0h) and (SP903414/S0h vs. S24h/S0h).

#### miRNA target prediction

To identify putative miRNA targets, we used the standalone-based UEA sRNA toolkit-Plant target prediction pipeline. This tool allows choosing transcript databases for searching targets. In this investigation, we have used *Saccharum officinarum* ESTs – DFCI gene Index release 3. MiRNA/target duplexes must obey the following rules: i) no more than four mismatches between sRNA and target (G-U bases count as 0.5 mismatches); ii) no more than two adjacent mismatches in the miRNA/target duplex; iii) no adjacent mismatches in positions 2–12 of the miRNA/target duplex (5′ of miRNA); iii) no mismatches in positions 10–11 of miRNA/target duplex; no more than 2.5 mismatches in positions 1–12 of the of the miRNA/target duplex; iv) and the Minimum Free Energy (MFE) of the miRNA/target duplex should be> = 74% of the MFE of the miRNA bound to its perfect complement.

#### Analysis of siRNA candidates

Analysis of size distribution of reads unraveled a large fraction of sRNA of 22-nts, among the sRNA. Putative targets of these 22 nt sRNA were selected to identify putative ta-siRNA candidates. These targets were aligned to sRNA libraries without the previously identified miRNA sequences, using BLASTN tools with no gaps and minimum alignment of 18 bases.

To classify the fraction of sRNA present in all libraries, we aligned the sRNA present in all libraries, excluding the list of miRNA, in clusters of siRNA. The clusters were constructed with a dataset of small RNA libraries (approximately 20 libraries, with miRNA sequences excluded) and the annotation was based s in the classification of a sugarcane repeat database (Grativol *et* al., in preparation) and in the sugarcane EST database.

### Expression Analysis by qRT-PCR

The expression profiles of eight sugarcane mature miRNA (miR156, miR159 (two isoforms), miR164, miR167, miR168, miR169 and miR397) and ta-siRNA candidates were assayed by stem–loop reverse transcription-PCR [30], [31]. Total RNA extracted from leaves used in the small RNA libraries construction was treated with DNaseI (Promega). Total RNA was then reverse transcribed into cDNA using Super-Script III reverse transcriptase (Invitrogen). In the same reaction, RT primers specific of each sRNA and random primers were used to enable the amplification of the constitutively expressed control gene and the miRNA targets. Moreover, the expression profile of the genes involved in the synthesis of sRNA (DCL1, DCL2, RDR6, HYL1, AGO1 and AGO4) was investigated by qRT-PCR with samples obtained from sugarcane plants obtained using the same experimental conditions and the same cDNA described above.

Using this cDNA as template, qRT-PCR was done with SYBR Green PCR Master Mix (Applied Biosystems) using: 1 μL of first strand cDNA, 5 μL of SYBR Green solution, 2 μL of the forward primer (10 μM) and 2 μL of reverse primer (10 μM) [30]. Glyceraldehyde-3-phosphate dehydrogenase - GAPDH (CA254672.1 - F/5′CACGGCCACTGGAAGCA3′, R/5′TCCTCAGGGTTCCTGATGCC3′) and 28S (F/5′GCGAAGCCAGAGGAAACT3′, R5′GACGAACGATTTGCACGTC3′) were used as the internal control. GAPDH and 28S were validated as sugarcane housekeeping genes in different conditions [32]–[35]. qRT-PCR was performed using an Applied Biosystems 7500 Real-Time PCR Systems. To confirm the expression of miRNA and their targets three biological replicates were analyzed.

## Results

### Enrichment of 22-nt sRNA Species is Tissue Specific

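Small RNA was sequenced from 8 pool libraries, 4 from leaf and 4 from root. Each library combined RNA of 4 cultivars that were either all tolerant (T) or all sensitive (S) to drought, taken at 0 h (control) or after 24 h of water depletion. There was 1 library per condition and therefore no replicate of any condition. The authors matched the filtered reads of 18 to 28 nt to miRBase with miRProf and deposited, for each conserved miRNA or miRNA* sequence, its abundance in RPM (reads per 1000000 reads). The deposited values hold only these sequences, not the other small RNA reads. In every pool library all values were whole multiples of the RPM of 1 read, so that the read total used for the normalization could be recovered. It was 893644 reads for T0h, 491302 for T24h, 397025 for S0h and 899941 for S24h in leaf. In root it was 650563 reads for T0h, 620717 for T24h, 766117 for S0h and 641901 for S24h. One read corresponded to between 1.11 RPM (leaf S24h) and 2.52 RPM (leaf S0h). The smallest abundance that 3 reads could show was between 3.33 and 7.56 RPM. The lowest value listed was higher, at 34 reads (38.05 RPM) in leaf T0h, 14 reads in leaf T24h, 12 reads in leaf S0h and 10 reads in leaf S24h and in each root library. Sequences below these values are absent from the tables, and an absent sequence was taken as 0. Differences between libraries were tested with Fisher's exact test on the recovered read numbers, and intervals are exact Clopper-Pearson 95% intervals. Both describe the sampling of reads only, since no condition was sequenced again.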

Eight sRNA libraries were constructed and sequenced (four from leaf RNA and four from root RNA) to explore the role of sRNA in sugarcane plants under water depletion. In each case, we have used RNA isolated from pools of sugarcane cultivars submitted to water depletion for 24 hours and control plants. These cultivars were previously classified as tolerant or sensitive to water depletion according to sugarcane production, chlorophyll content and water content under drought stress (data not shown). Illumina-based sequencing yielded approximately 35 million and 24 million reads in leaf and root libraries, respectively (Table 1). To analyze the sRNA population, we followed the bioinformatics pipeline described in the Figure 1 and methods. 

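The totals recovered from the RPM values of the conserved miRNA added up to 2681912 reads for the 4 leaf libraries and 2679298 reads for the 4 root libraries. All 178 leaf values and all 867 root values were whole numbers of reads under these totals, and no other total up to 4000000 fitted as many values except multiples of them. Conserved miRNA accounted for 728019 reads in leaf T0h, 475672 in T24h, 376924 in S0h and 873845 in S24h. In root they accounted for between 258906 reads (T24h) and 335047 reads (S0h). These are the read numbers behind the values given for single miRNAs. The recovered totals are far below the filtered reads of Table 1, although the Methods name filtered reads as the basis of the normalization. The gap is unexplained.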

Approximately 14 million filtered reads in leaves - corresponding to 164,422 unique sequences; and approximately 16 million in roots – were obtained, corresponding to 1,210,502 unique sequences (Table 1). After trimming and filtering adaptors and tRNA/rRNA sequences, the remaining sRNA sequences were analyzed for size distribution (Figure 2). In all root libraries, the most abundant sRNAs were the 21 and 24 nucleotide (nt) in length, respectively (Figure 2A). The more complex fraction was the one containing the 24 nt sRNA (Figure 2B). However, in leaf libraries an additional peak of 22 nt was observed in the distribution of redundant reads (Figure 2C, D). Accordingly, the distribution of leaf non-redundant reads also showed three peaks, 21 nt, 22 nt and 24 nt.

**Figure 1:**
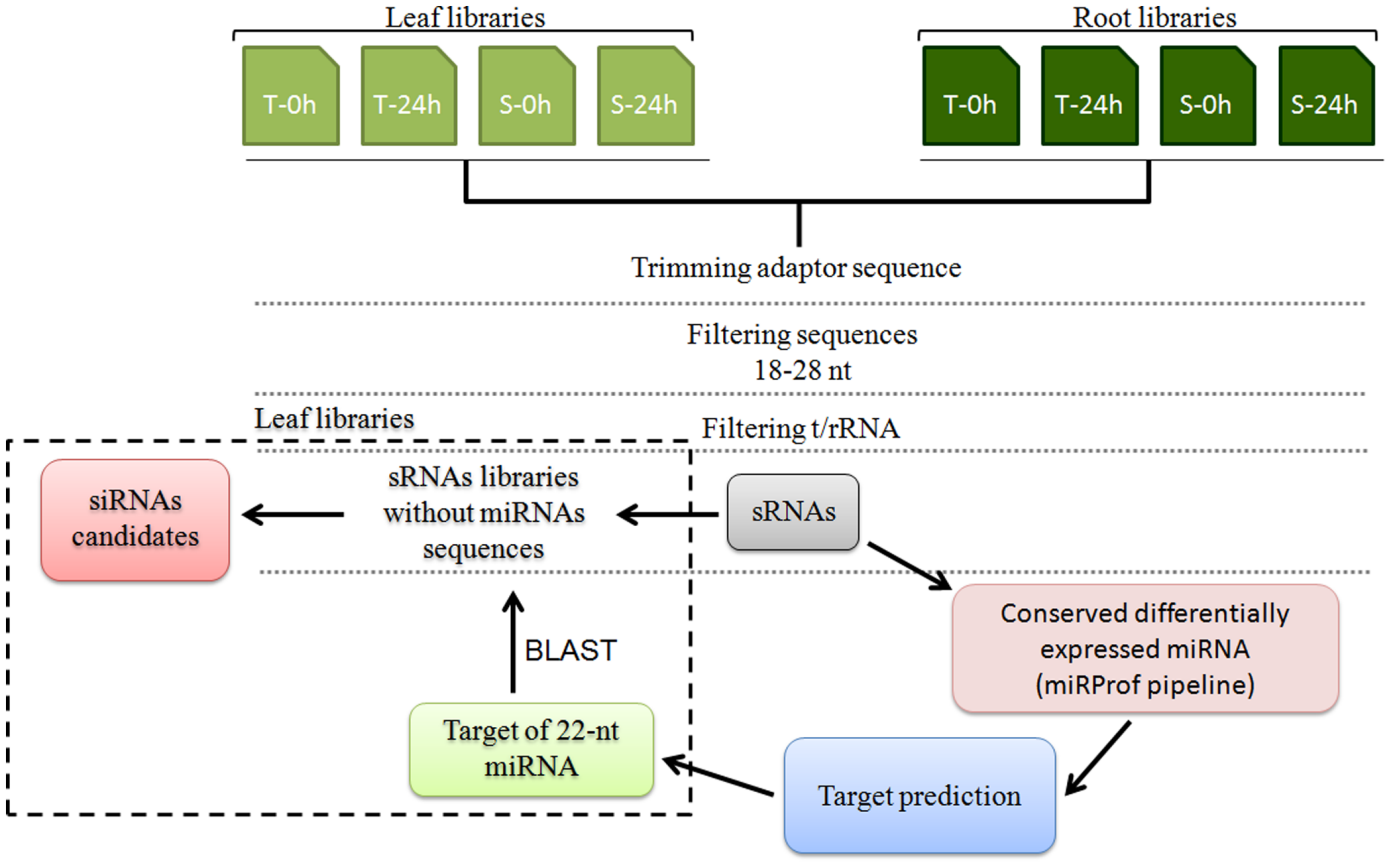
Pipeline for analysis of sRNA libraries. Pipeline used to identify sugarcane sRNA regulated by water depletion from leaf and root sRNA libraries. The identification of siRNA candidate (dotted box) was performed only in leaf libraries. T = tolerant sugarcane cultivar, S = sensitive sugarcane cultivar. 0 h = control of stress, 24 h = time of water depletion treatment.

**Figure 2:**
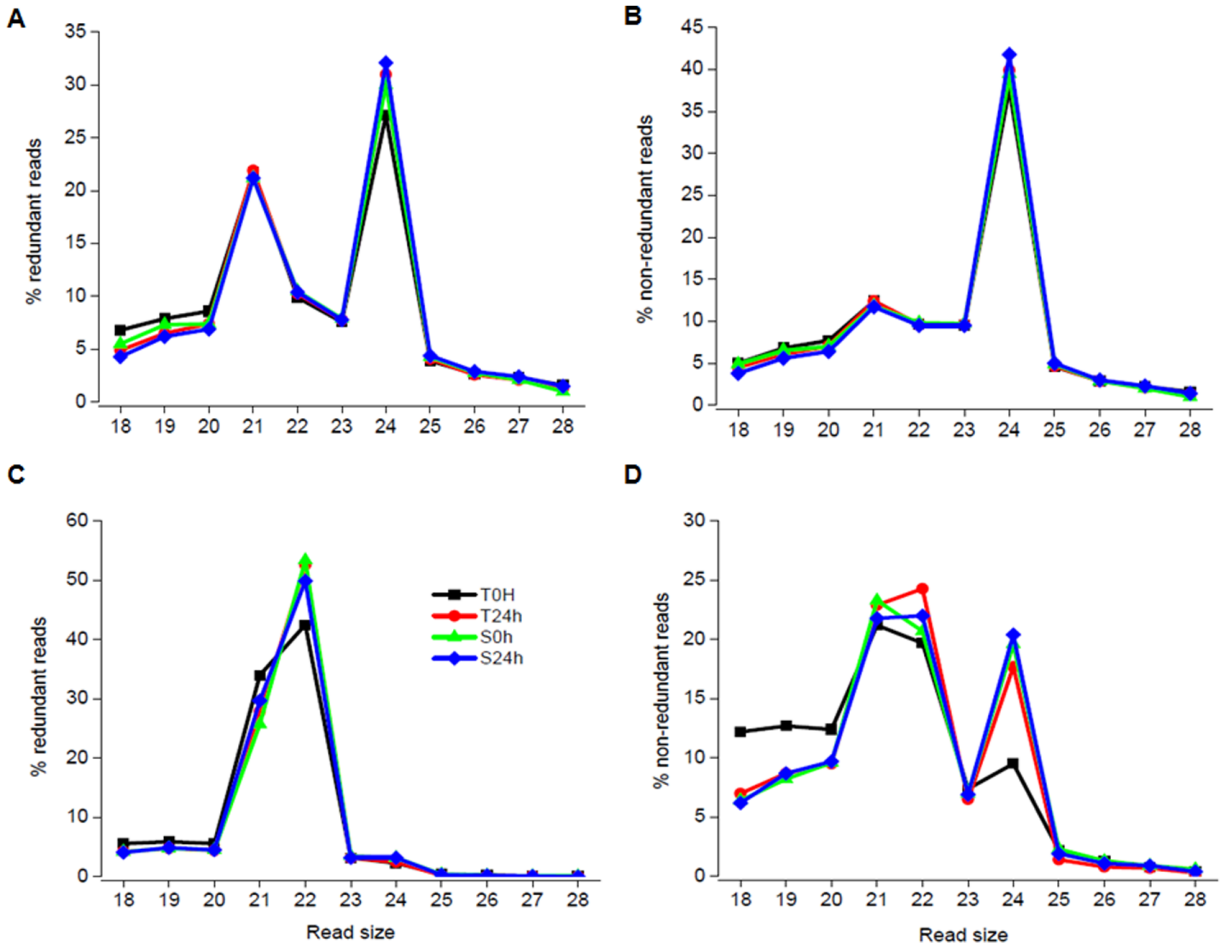
Small RNA reads sizes distribution. Graphs depict the length distribution of redundant and non-redundant small RNA dataset in root (A and B) and in leaf (C and D). T = tolerant sugarcane cultivar, S = sensitive sugarcane cultivar.

**Table 1:** Summary of results obtained after computational data mining of small RNA libraries.

Description	Leaf libraries	Root libraries
**Total**		
All reads	35,755,991	24,243,352
Filtered reads^a^	14,193,780	16,956,062
**Unique**		
Filtered reads^a^	164,422	1,210,502
Conserved sRNA^b^	88	273

a Filtering for tRNA, rRNA, low-complexity sequence and trimming for “N” bases and 3′ adapters.

b Conserved miRNA deposited at miRBase database identified by miRProf pipeline.

### The miRNA set is more Complex in Root Libraries

In order to identify the sugarcane miRNAs, the set of sRNAs recovered from the libraries were aligned to the miRBase database, accepting up to three mismatches. A total of 205 and 312 unique miRNA sequences were found in leaf and root libraries, respectively. 

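Per library, the leaf pools listed 32 (T0h), 38 (T24h), 57 (S0h) and 51 (S24h) conserved miRNA or miRNA* sequences. The root pools listed 203 (T0h), 205 (T24h), 229 (S0h) and 230 (S24h). The mean was 44.5 ± 11.5 (SD, n = 4 libraries) in leaf and 216.8 ± 14.8 (SD, n = 4) in root, where the SD includes the differences between cultivar pools and treatments. Every root library listed more sequences than every leaf library (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). This test took the libraries as unpaired, although leaf and root pools match in cultivars and time. An exact sign-flip permutation test over 4 matched pairs could give no p below 0.13. When each library was drawn down to the 397025 reads of the shallowest pool and sequences with at least 10 reads were kept, the means became 42.8 in leaf and 171.8 in root (exact permutation test, p = 0.0286). The difference moved most, from 172.3 to 96.5 sequences, when values under 38.05 RPM, the highest of the libraries' lowest values, were removed from all 8 pools. Over the 4 libraries of each tissue the distinct sequences numbered 88 in leaf and 273 in root.

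**Figure D1:**
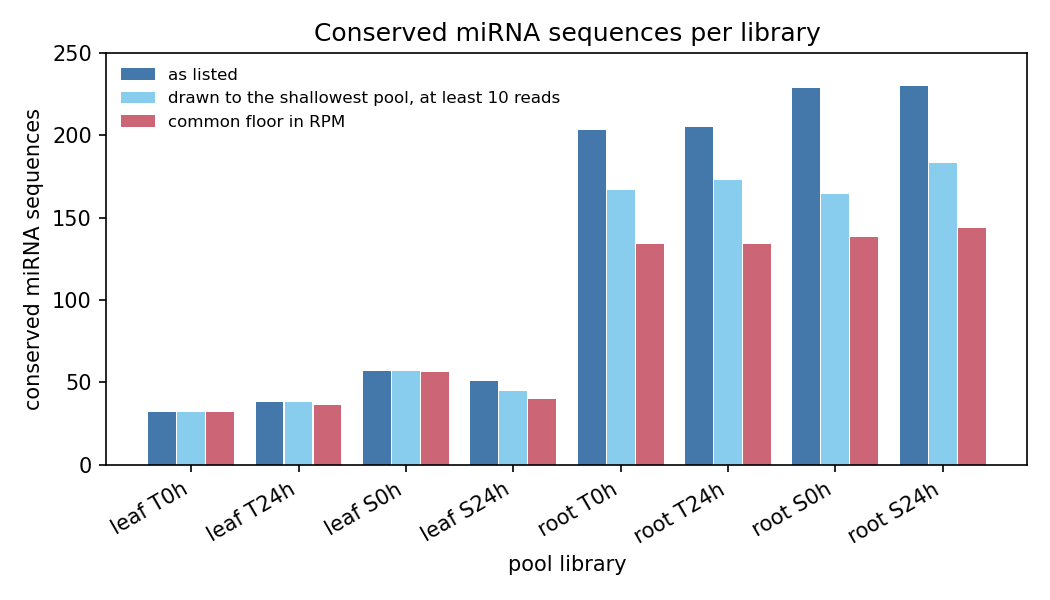
Number of conserved miRNA and miRNA* sequences in each of the 8 pool libraries (y axis, sequences), as listed, after drawing each library to the reads of the shallowest pool with at least 10 reads kept, and above a common floor of 38.05 RPM. As listed, the leaf libraries lie between 32 and 57 and the root libraries between 203 and 230.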

Out of these, 88 and 273 (leaf and root, respectively) are conserved miRNA or miRNA* (Table 1), previously identified in other plants. The remaining sequences were classified as new miRNA candidates and their characterization has been described before [27]. Sixty-four sequences are common among libraries from the two tissues (Figure 3A). 

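The 4 leaf libraries held 88 distinct conserved sequences and the 4 root libraries 273. Of these, 64 sequences were identical in both tissues, 24 were found only in leaf and 209 only in root. With a common floor of 38.05 RPM in all 8 pools, 55 sequences remained common to both tissues, 25 were found only in leaf and 112 only in root.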

Overall, the identified conserved-miRNA corresponded to 28 miRNA families in leaves, and 36 miRNA families in roots. 

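Grouped by the miRNA number, with miRNA* counted in the family of its miRNA, the leaf sequences formed 28 families and the root sequences 36, of which 24 families were present in both tissues. In leaf the miR159 family had 18 sequences, the most of any family, followed by miR156 and miR167 with 7 each. In root miR159 had 25 sequences, miR169 had 24, and miR156 and miR166 had 23 each. With the common floor of 38.05 RPM, 27 families remained in leaf and 29 in root. When miRNA* were left out, the numbers were 26 and 34.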

Eleven different miRNA* were found in the leaf libraries and 54 in the root libraries. 

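In the leaf pools 11 sequences carried a miRNA* annotation, of which 1 was annotated as miRNA and miRNA* together (miR444;miR444* I). They were listed in 1 (T24h), 8 (S0h) and 5 (S24h) cases, and T0h had none. In the root pools 57 sequences carried a miRNA* annotation, 5 of them together with the miRNA, and the single libraries had between 37 (T0h) and 46 (S0h). The common floor of 38.05 RPM lowered the numbers to 8 in leaf and 32 in root.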

The distribution of miRNA according to length in root and leaf libraries is shown in the figure 3B. 

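Of the 88 leaf sequences, 49 were 21 nt long (55.7%, Wilson 95% interval 45.3% to 65.6%), 11 were 20 nt, 10 were 22 nt and 10 were 19 nt. Of the 273 root sequences, 111 were 21 nt long (40.7%, interval 35.0% to 46.6%), 65 were 20 nt and 36 were 19 nt. A U at the 5′-end was found in 52 leaf sequences (59.1%, interval 48.6% to 68.8%) and in 133 root sequences (48.7%, interval 42.8% to 54.6%). The second most frequent first base was G, in 14 leaf and 56 root sequences. In both tissues 21 nt was the most frequent length and U the most frequent first base. Weighting each sequence by its mean RPM changed the shares most, with 21-nt sequences at 95.3% of the conserved miRNA abundance in leaf and 82.1% in root, and sequences with 5′ U at 99.4% and 93.5%.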

The majority of the conserved miRNA had 21-nt in both tissues and the majority of miRNA had Uracil (U) at the 5′-end (Figure 3C).

**Figure 3:**
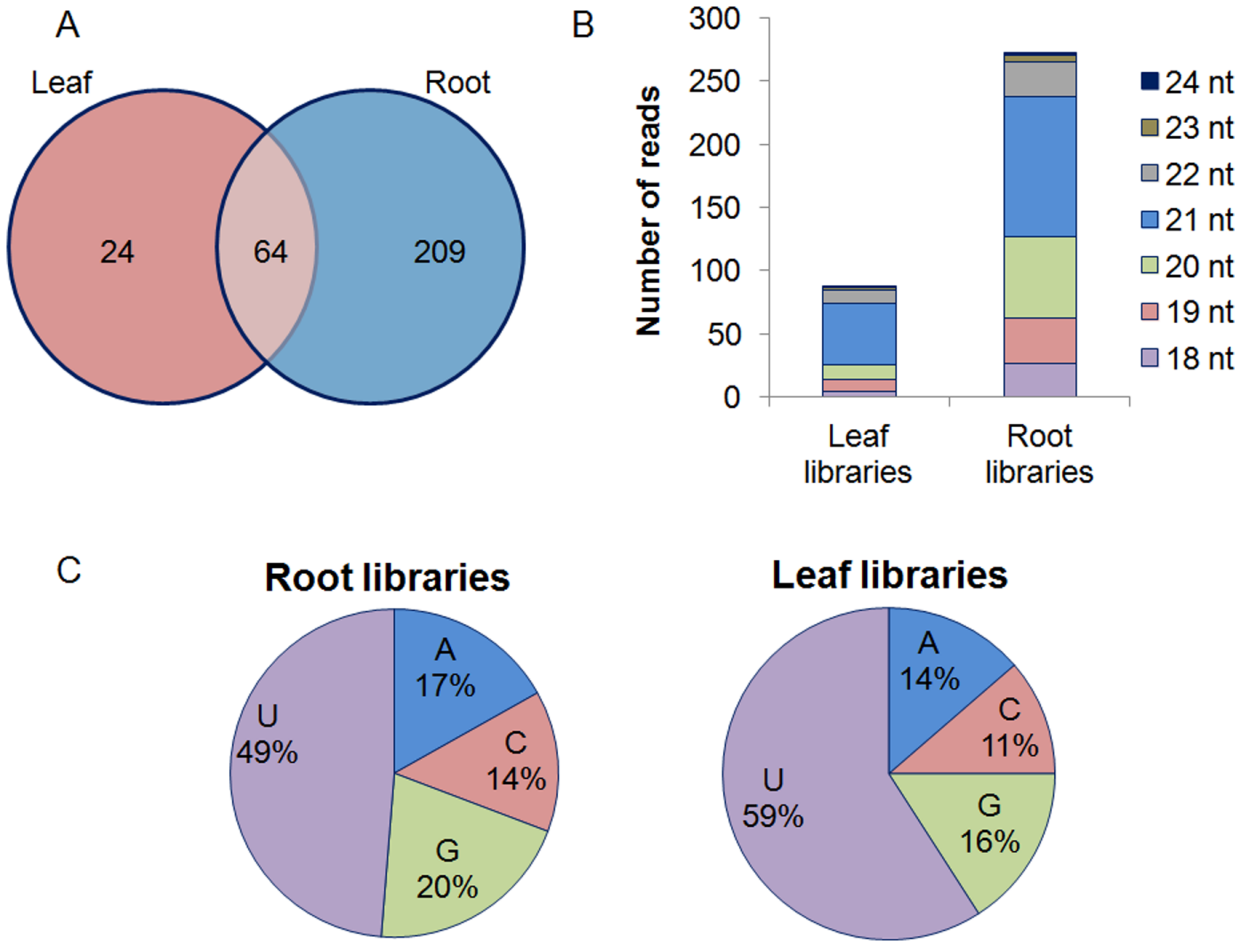
Distribution of conserved miRNA identified. (A) Diagram shows number of miRNA in common and unique in leaf and root libraries. (B) Distribution of miRNA length in leaf and root libraries. (C) Percentage of miRNA identified based on 5′ terminus nucleotide. A: adenine; U: uracile (thymine conversion); C: cytosine; G: guanine.

### Dynamic Regulation of miRNA in Roots and Leaves under Water Depletion

The abundance of the different miRNAs can be calculated from their frequency in each library. To compare the abundance distribution of miRNAs in libraries from control samples and samples treated with water depletion, we normalized the miRNA reads and compared their detectable expression levels on each sample through electronic northern (Materials and Methods). Twenty known miRNA - from 88 identified in leaves - were expressed in all leaf libraries and 169 - from 273 were shared between root libraries (File S1 and S2, respectively). 

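Over the 4 leaf libraries, 20 of the 88 sequences were listed in all 4, 7 in 3, 16 in 2 and 45 in a single library. Over the 4 root libraries, 169 of the 273 sequences were listed in all 4, 30 in 3, 27 in 2 and 47 in a single library. Applying the common floor of 38.05 RPM to all 8 pools left 19 leaf and 109 root sequences in all 4 libraries of the tissue. The values tabulated in File S1 and File S2 and the deposited values were the same in all 528 leaf and 1092 root entries compared.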

In the control, 94% of miRNA from leaf libraries have distinct expression patterns among cultivars (T0h and S0h). 

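In leaf, 67 miRNAs were listed in T0h or S0h and were tested (no replicates). With Fisher's exact test on the recovered reads, 63 of them had a p under 0.05 without adjustment, which is 94.0% (Wilson 95% interval 85.6% to 97.7%). Of these, 47 were higher in S0h and 16 higher in T0h. Many of them were listed in only 1 of the libraries, 35 in S0h and 10 in T0h. Among the 22 miRNAs listed in both libraries, 18 differed. The largest differences among these were in miR397 II, with 38.05 RPM in T0h and 2448 RPM in S0h (log2 ratio 5.97 with a pseudocount of 1 RPM), in miR167 VII, with 54.8 and 766 RPM (log2 ratio 3.78), and in miR167 IV, with 180 and 2458 RPM (log2 ratio 3.76). The setting that changed the percentage most was to divide by all 88 leaf sequences, which gave 71.6%. This denominator had been tried before on the paper's own p-values, but was added to the alternatives only after the files arrived. Keeping only miRNAs listed in both libraries gave 81.8%. These p-values describe read sampling within the T0h and S0h libraries and not the variation between plants.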

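After 24 h of water depletion, 59 leaf miRNAs were listed in T24h or S24h (no replicates). Fisher's exact test gave a p under 0.05 for 49 of them, which is 83.1% (Wilson 95% interval 71.5% to 90.5%). In S24h 34 were higher and 15 were lower than in T24h. Of the 30 miRNAs listed in both libraries, 20 differed. The largest of these differences were in miR156 VII, which had 204 RPM in T24h and 23.3 RPM in S24h (log2 ratio -3.07), in miR167 V, with 95.7 and 572 RPM (log2 ratio 2.57), and in miR528 I, with 30.5 and 178 RPM (log2 ratio 2.50). The interval overlaps that of the control comparison. Both intervals treat miRNAs as independent, although many are related forms and many occur in both comparisons. Their overlap therefore does not test whether the percentages differ. Dividing by all 88 leaf sequences moved the percentage most, to 55.7%. Restricting the test to miRNAs listed in both libraries lowered it to 66.7%, and Bonferroni adjustment lowered it to 67.8%.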

Among tolerant and sensitive cultivars submitted to water depletion (T24h and S24h), the percentage of miRNA differentially expressed (p<0.05) was reduced to 83% (File S3). A similar comparison was made in root samples; and 59% of miRNAs were differentially expressed in the cultivars, while 56% changed their expression in stressed plants (File S4). 

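In root, 250 miRNAs were listed in T0h or S0h, and 149 of them (59.6%, Wilson 95% interval 53.4% to 65.5%) had a p under 0.05 in Fisher's exact test without adjustment. Of these, 87 were higher in S0h and 62 in T0h. At 24 h, 138 of 245 miRNAs (56.3%, interval 50.1% to 62.4%) differed, 91 higher in S24h and 47 higher in T24h. Each condition was 1 library, so these tests have no replicate check. Among miRNAs listed in both libraries, 81 of 182 differed at 0 h and 83 of 190 at 24 h. At 0 h the largest log2 ratios among them were 2.06 for miR529 I (24.6 RPM in T0h and 105.7 RPM in S0h), -1.49 for miR393 V (159.9 and 56.1 RPM) and -1.40 for miR156 V (19729 and 7462 RPM). At 24 h they were 2.51 for miR3979 III (27.4 RPM in T24h and 160.5 RPM in S24h), 2.00 for miR169* V (27.4 and 112.2 RPM) and 1.92 for miR159* I (16.1 and 63.9 RPM). Bonferroni adjustment, which the Methods name, moved the percentages most, to 31.2% at 0 h and 31.4% at 24 h.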

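Among miRNAs with a p under 0.05 in Fisher's exact test between tolerant and sensitive pools, more were higher in the sensitive pool in all 4 comparisons. In leaf these were 47 of 63 at 0 h and 34 of 49 at 24 h, and in root 87 of 149 at 0 h and 91 of 138 at 24 h. In root at 0 h, 47 of the 87 were listed only in S0h, and 21 of the 62 higher in T0h only in T0h. Among differing miRNAs listed in both libraries, root at 0 h therefore had no excess in the sensitive pool. In leaf at both times and in root at 24 h such an excess remained. Between 0 h and 24 h, 67 of 76 leaf miRNAs differed in the sensitive pools (88.2%, Wilson 95% interval 79.0% to 93.6%) and 46 of 48 in the tolerant pools (95.8%, interval 86.0% to 98.8%). In the sensitive leaf pools 23 were higher and 44 lower at 24 h, and in the tolerant leaf pools 25 were higher and 21 lower. In root, 132 of 261 miRNAs differed between 0 h and 24 h in the sensitive pools (50.6%, interval 44.5% to 56.6%) and 87 of 221 in the tolerant pools (39.4%, interval 33.2% to 45.9%). Among leaf miRNAs listed at both times, the largest changes in the sensitive pools were in miR398 II (992 RPM at 0 h and 92.2 RPM at 24 h, log2 ratio -3.41), miR167 IV (2458 and 258 RPM, log2 ratio -3.25) and miR166* III (156 and 15.6 RPM, log2 ratio -3.25). In the tolerant pools they were in miR397 II (log2 ratio 3.64), miR167 VII (log2 ratio 2.16) and miR167 III (log2 ratio -1.99). For root, Bonferroni adjustment lowered the percentages between 0 h and 24 h to 28.7% in the sensitive and 18.1% in the tolerant pools.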

Independently of the condition, most miRNA were differentially expressed in libraries prepared from drought sensitive cultivars.

In order to evaluate if the miRNA profiles observed in pooled samples (tolerant and sensitive libraries) were replicated in individual genotypes, eight mature miRNA, identified in both tissues, were selected and their expression profile was analyzed by qRT-PCR using leaf samples from three biological replicates. In each experiment, leaves of the cultivars collected after 24 h of water depletion and control plants were used for this analysis. The selection of the cultivars was based on results of experiments performed in Centro de Tecnologia Canavieira – CTC, which evaluated of drought stress responses of 20 commercial sugarcane cultivars (Sabrina M. Chabregas, personal communication). The measurement was carried out after cessation of irrigation by dripping. The physiological parameters analyzed - chlorophyll content, fluorescence and relative water content - established different levels of drought tolerance among sugarcane cultivars, although the mechanisms triggered by the stress can vary, including leaf curling, stomata closure and cell wall thickening. Based on these parameters, the cultivars SP901638 was considered the most sensitive cultivar, while SP832847 and SP835073 were considered as tolerant cultivars. These two tolerant cultivars have important characteristics: SP832847 is distinguished by its high productivity, while SP835073 has elevated sucrose and fiber content.

In four analyzed miRNAs (miR159X, miR168II, miR397II and miR164II), the differential expression profiles obtained by sequencing were similar with the results of the validation by RT-qPCR in at least one of biological replicates. Figure 4A shows the number of reads *per* million found in each leaf library for these miRNAs. These graphs allow the comparison of the abundance of these miRNA differentially expressed in response to the water depletion treatment. Similar profiles between the relative expressions obtained by pulsed RT-qPCR and bioinformatics-based expression analysis were observed for some, but not all, microRNAs. For the validation by RT-qPCR, samples from three experiments were used (Rep1, Rep2 and Rep3) to analyze the expression profile of the miRNAs in the cultivars SP901638, SP832847 and SP835073 (Figure 4B). 

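MiR159 X (TTGGATTGAAGGGAGCTCTG, 20 nt) had 28819 RPM in the T0h leaf library (exact 95% interval 28473 to 29168, 25754 reads) and 31642 RPM in T24h (interval 31155 to 32136, 15546 reads). The log2 ratio with a pseudocount of 1 RPM was 0.13, and the difference was larger than read sampling allows (Fisher's exact test, p = 1.34e-20, no replicates). MiR159 XVI rose more, with a log2 ratio of 0.27. All conserved miRNA together rose from 814663 RPM in T0h to 968187 RPM in T24h. The small rise of miR159 X cannot be separated from this low total of T0h. With library totals that leave out miR159 XVI, the log2 ratio of miR159 X was 1.74, but those totals raise every T24h value. The paper describes the higher value in T24h as induction of miR159 in the tolerant cultivars.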

In the sequencing analysis, miR159 was induced in tolerant cultivars submitted to water depletion (Figure 4A), and this expression profile was confirmed by RT-qPCR using the cultivar SP832847. However, the other tolerant cultivar showed different miR159 expression profiles between replicates samples, although in the Rep3, this miRNA was up-regulated (Figure 4B). 

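In the sensitive leaf pools, miR159 X had 29321 RPM in S0h (exact 95% interval 28798 to 29850, 11641 reads) and 29399 RPM in S24h (interval 29051 to 29750, 26457 reads). The log2 ratio was 0.004 and the difference was within read sampling (Fisher's exact test, p = 0.813, no replicates). With library totals that leave out miR159 XVI, the most abundant leaf sequence, the log2 ratio was 0.60. The paper describes miR159 as unchanged in the sensitive cultivar in its sequencing analysis.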

In the sensitive cultivar its expression did not vary in bioinformatics analysis and in RT-qPCR analysis for Rep1 and Rep3 samples, while for Rep2 samples, miR159 was induced in response to water depletion (p-value <0.05). 

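MiR164 II (TGGAGAAGCAGGGCACGTGCT, 21 nt) had 83.9 RPM in T0h (75 reads, exact 95% interval 66.0 to 105.2) and 40.7 RPM in T24h (20 reads, interval 24.9 to 62.9), a log2 ratio of -1.03 (Fisher's exact test, p = 0.00354). In the sensitive pools it had 262 RPM in S0h (104 reads, interval 214 to 317) and was not listed in S24h, where 3 reads correspond to 3.33 RPM and the lowest value listed was 11.11 RPM (Fisher's exact test, p = 3.38e-54). There were no replicates. Bonferroni adjustment for the miRNAs tested gave 0.170 in the tolerant pair (Fisher's exact test). With totals that leave out miR159 XVI, the log2 ratio in the tolerant pair was 0.56 (Fisher's exact test, p = 0.152). The paper takes the lower values at 24 h as down-regulation in both groups of cultivars.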

MiR164 II was significantly down-regulated in sRNA libraries of sensitive and tolerant cultivars. In two biological replicates this miRNAs was repressed in response to water depletion (Figure 4B), confirming the expression profile observed in sRNA libraries analyses (Figure 4A). This result could suggest that this miRNA acts in the early stage of drought stress response, as has been demonstrated in another sugarcane genotype [36]. 

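MiR168 II (TCGCTTGGTGCAGATCGGGAC, 21 nt) had 720 RPM in T0h (643 reads, exact 95% interval 665 to 777) and 344 RPM in T24h (169 reads, interval 294 to 400), a log2 ratio of -1.06 (Fisher's exact test, p = 1.19e-19, no replicates). In the sensitive pools it had 4191 RPM in S0h (1664 reads, interval 3993 to 4397) and 950 RPM in S24h (855 reads, interval 887 to 1016), a log2 ratio of -2.14 (Fisher's exact test, p = 2.79e-293, no replicates). The tolerant ratio became 0.54 when miR159 XVI was left out of the library totals. The paper reads the values at 24 h as down-regulation.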

MiR168 was also down-regulated in the sRNA libraries analysis (Figure 4A); nevertheless, this miRNA was down-regulated only in one biological replicates of each cultivar (Figure 4B). These differences of miRNAs regulation observed between biological replicates and the profiles obtained in the sRNA libraries can be reflecting the fact that each miRNA is regulating genes involved in quite diverse biological phenomena. For instance, while some miRNAs are regulating leaf morphogenesis, [39], [40], plants can trigger different physiological mechanism in response to water stress [37], such as the leaf curling, leaf wilting and reduced leaf length [38]. The other miRNA analyzed - the miR397 - was repressed in response to water stress in sensitive cultivars and induced in tolerant cultivars (Figure 4A). 

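MiR397 II (TTGAGTGCAGCGTTGATGAGC, 21 nt) fell in the sensitive leaf pools, from 2448 RPM in S0h (972 reads, exact 95% interval 2297 to 2607) to 438 RPM in S24h (394 reads, interval 396 to 483), a log2 ratio of -2.48 (Fisher's exact test, p = 2.33e-208). In the tolerant pools it rose from 38.05 RPM in T0h (34 reads, interval 26.3 to 53.2) to 486 RPM in T24h (239 reads, interval 427 to 552), a log2 ratio of 3.64 (Fisher's exact test, p = 2.57e-71). Each value came from 1 library. At 24 h the tolerant and sensitive values were close, and the opposite changes came from the values at 0 h. The T0h value was the lowest listed in that library. The paper describes miR397 as repressed in sensitive and induced in tolerant cultivars.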

The result of qRT-PCR (Figure 4B) showed a repression of this miRNA in sensitive cultivar from Rep1 and Rep2 (p-value <0.05), similar to the sequencing analysis. In contrast, miR397II shows a tendency to increase its expression in SP832847 and SP835073, confirming the profile observed in the sRNA libraries of tolerant cultivars.

**Figure 4:**
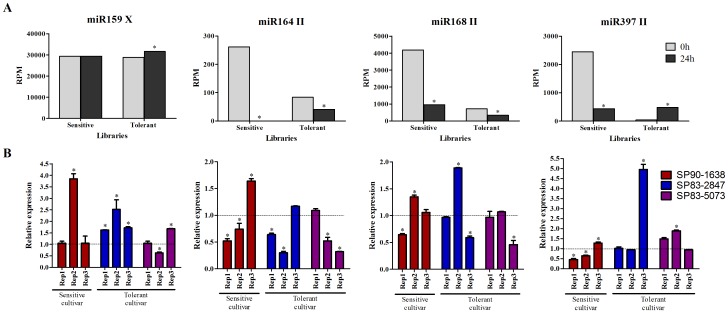
Comparison of miRNA expression profile. The expression profile of four miRNA were analyzed: miR159 X, miR164 II, miR168 II and miR397 II. (A) The graphs show the expression profile of miRNA based in bioinformatics analysis for each library (reads *per* million - RPM). *represent significantly changing of miRNA expression between control and treatment libraries (p-value <0.05). (B) The graphs show the relative expression of miRNA in each cultivar by qRT-PCR in three biological replicates. Three cultivars were used in these analyses (SP90–1638– sensitive cultivar; SP83–2847 and SP83–5073– tolerant cultivars). In each case, control condition had relative expression equal 1 (dotted line). *represent significantly changing of miRNA expression between control and treatment samples (p-value <0.05).

In addition, we also verified the expression of four other miRNA (miR156V, miR167 VII, miR169 III and miR159 II) by qRT-PCR using samples from Rep1 (File S5). These four miRNA were induced in tolerant genotype SP832847 exposed to drought stress; however, only for miR156 V this up-regulation was statistically significant. 

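In the leaf pools, miR159 II (GGATTGAAGGGAGCTCTG, 18 nt) had 5570 RPM in T0h (exact 95% interval 5417 to 5727) and 3869 RPM in T24h (interval 3698 to 4047), a log2 ratio of -0.53 (Fisher's exact test, p = 8.55e-44, no replicates). It had 3146 RPM in S0h (interval 2974 to 3325) and 3695 RPM in S24h (interval 3570 to 3822), a log2 ratio of 0.23 (Fisher's exact test, p = 9.44e-07, no replicates). With miR159 XVI left out of the library totals, the ratio in the tolerant pair reversed to 1.08. The sequence lies within miR159 XVI and is shorter by bases at its 5′-end.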

The expression of miR159II was inverse to what was observed in the sRNA libraries. 

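In the tolerant leaf pools all 3 miRNAs were higher at 24 h. MiR156 V (TGACAGAAGAGAGTGAGCAC) rose from 58.2 to 130.3 RPM (52 and 64 reads, log2 ratio 1.15, Fisher's exact test, p = 1.59e-05). MiR167 VII (TGAAGCTGCCAGCATGATCTGG) rose from 54.8 to 248.3 RPM (49 and 122 reads, log2 ratio 2.16, Fisher's exact test, p = 1.94e-21). MiR169 III (CAGCCAAGGATGACTTGCCGG) rose from 95.1 to 242.2 RPM (85 and 119 reads, log2 ratio 1.34, Fisher's exact test, p = 3.37e-11). In the sensitive pools all 3 were lower at 24 h. MiR156 V had 178.8 and 93.3 RPM (log2 ratio -0.93), miR167 VII had 765.7 and 135.6 RPM (log2 ratio -2.49) and miR169 III had 392.9 and 54.5 RPM (log2 ratio -2.83). There was 1 library per condition. Leaving miR159 XVI out of the totals changed the log2 ratio of miR156 V in the sensitive pair to -0.34 (Fisher's exact test, p = 0.141). Over the 8 miRNAs named in the text and both pairs, 15 of 16 ratios had a p under 0.05 in Fisher's exact test.

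**Figure D2:**
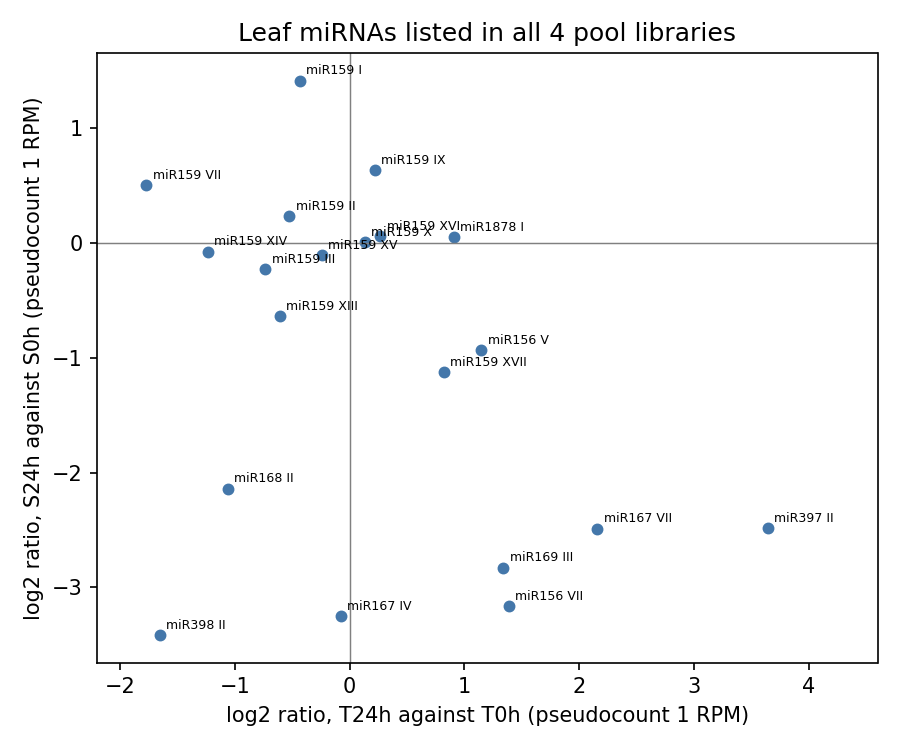
Log2 ratio of RPM at 24 h against 0 h with a pseudocount of 1 RPM, in the tolerant (x axis) and sensitive (y axis) leaf pools, for the 20 miRNAs listed in all 4 leaf pools. Each point is 1 miRNA. MiR397 II lies at 3.64 and -2.48, and miR398 II has the lowest sensitive ratio, -3.41.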

On the other hand, the profiles of miRNA expression found in pooled samples (tolerant and sensitive libraries) were validated for other miRNA (miR156 V, miR167 VII and miR169 III) in the qRT-PCR experiments.

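Leaf RNA of the single cultivars CTC6 (tolerant) and SP903414 (sensitive), each collected after 24 h of water depletion, was sequenced as 1 library per cultivar without replicates. The authors deposited RPM values of conserved miRNA made as for the pools. The recovered read totals were 805641 for CTC6 and 1525574 for SP903414, under which 11 of 12 and 53 of 54 values were whole numbers of reads. One read corresponded to 1.24 RPM in CTC6 and 0.66 RPM in SP903414. The lowest value listed was 74.47 RPM (60 reads) in CTC6 and 7.21 RPM (11 reads) in SP903414. CTC6 listed 12 sequences and SP903414 listed 54, and all 12 of CTC6 were among them. MiR159 XVI accounted for 95.1% of the recovered total of CTC6 and 91.2% of that of SP903414. An unlisted sequence was taken as 0, although in CTC6 a sequence with fewer than 60 reads was below the lowest value listed. No sample of these cultivars at 0 h was sequenced, and the comparisons use the pools at 0 h.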

To verify whether the regulation of miRNAs observed in the pool libraries is mostly due to water depletion or could be influenced by genetic variation, two leaf libraries were constructed and sequenced using isolated sugarcane cultivars submitted to treatment of water depletion. These two cultivars, CTC6 and SP90–3414, were also used in pool libraries analysis, and according to the CTC, they have contrasting drought-tolerance. The identification of miRNA from these libraries was performed using a similar pipeline previously described for the pooled samples libraries, and the normalized abundance distribution of miRNAs identified is available in File S1. A total of 54 miRNAs had their expression profile compared in two conditions: comparison 1- to verify if miRNA regulation was influenced by genetic variation in response to stress treatment (T24h/S24h vs. CTC6/SP903414); and comparison 2– to verify if miRNA regulation was influenced by water depletion on tolerant and sensitive genotypes (CTC6/T0h vs. T24h/T0h) and (SP903414/S0h vs. S24h/S0h). 

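The sign of each difference was used as the profile, since no rule for similarity is given with the comparisons. Comparison 1 was positive when T24h against S24h and CTC6 against SP903414 had the same sign. Comparison 2 was positive when CTC6 and T24h lay on the same side of T0h, and SP903414 and S24h on the same side of S0h. Among 3 such rules tried on File S1 this one was taken because it came closest to Table 2. Of the 54 miRNAs listed in CTC6 or SP903414, 25 were positive for comparison 1. In comparison 2 the tolerant part matched for 32 and the sensitive part for 40. At least 1 comparison was positive for 36 miRNAs. Of the 54 miRNAs, 42 were listed only in SP903414, and for 16 there was no value above 0 in CTC6, T0h or T24h, which the rule counts as matching.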

These analyses resulted in a list of 39 miRNA that are positive for at least one of these comparisons (Table 2). Seventeen miRNAs had the same regulation profile in pool and individual cultivar libraries (Figure 5). 

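By the sign rule 15 of the 54 miRNAs had the same direction in both comparisons. When a difference counted only with a p under 0.05 in Fisher's exact test, 11 did. With a floor of 74.47 RPM, the lowest value listed in CTC6, applied to all 6 leaf libraries, 34 miRNAs could be compared and 6 had the same direction in both.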

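Comparison 1 alone was positive for 10 miRNAs by the sign rule. Except for miR159 III, none of these was listed in CTC6, and the CTC6 value was taken as 0. For miR172 I and miR528 I the SP903414 values (20.98 and 58.99 RPM) were also below 74.47 RPM, the lowest value listed in CTC6. For miR172 I and miR528 I the data therefore do not show which cultivar was higher. SP903414 had the higher value in 49 of the 54 miRNAs and S24h in 27 of them. Requiring comparison 2 only in the sensitive cultivars changed the number most among the alternatives set beforehand, to 4. The paper proposes an influence of genetic variation for miRNAs with a similar profile only in comparison 1.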

Our results showed that 10 miRNAs share the similar expression profile only in comparison 1, suggesting an influence of genetic variation in miRNA response (Figure 5). 

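For 11 miRNAs the direction was shared only in comparison 2. With comparison 2 judged in the sensitive cultivars alone, the number was 19. With only differences of p under 0.05 in Fisher's exact test counted, it was 12. The paper assigns these miRNAs to water depletion.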

In contrast, expression of 12 miRNAs was only influenced by water depletion (Figure 5). Among the miRNAs used for qRT-PCR, miR159 X and miR168 II had the same profile in both comparisons, suggesting that the of these miRNA regulation were influenced by both genotype and water depletion. 

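MiR159 X had 32285 RPM in CTC6 and 29512 RPM in SP903414, beside 31642 RPM in T24h and 29399 RPM in S24h, so that the tolerant value was higher in both. CTC6 and T24h were both above T0h (28819 RPM), and SP903414 and S24h both above S0h (29321 RPM). The difference between S0h and S24h was within read sampling (Fisher's exact test, p = 0.813). The SP903414 value lay inside the S0h interval (28798 to 29850 RPM), so the sensitive values show no clear direction. MiR168 II was not listed in CTC6 and had 1948 RPM in SP903414, beside 344 RPM in T24h and 950 RPM in S24h, with the sensitive value higher in both. The CTC6 value was taken as 0. At the lowest RPM of the leaf pools 277 reads would be expected in CTC6, where the lowest listed number was 60. A lost row was not ruled out. The T0h and S0h values of 720 and 4191 RPM were above the corresponding 24 h values. The paper proposes from the shared profiles that genotype and water depletion may both have influenced these miRNAs.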

These comparisons suggested that the regulation of miR164 II and miR397II was influenced by the treatment. 

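MiR164 II was not listed in CTC6 and had 150.8 RPM in SP903414, while the pools had 40.7 RPM in T24h and no listed value in S24h, so the tolerant and sensitive values were ordered differently. Relative to the controls (83.9 RPM in T0h and 262 RPM in S0h), pools and cultivars were all lower. MiR397 II was not listed in CTC6 and had 243.8 RPM in SP903414, beside 486 RPM in T24h and 438 RPM in S24h. SP903414 and S24h were below S0h (2448 RPM). In the tolerant cultivars T24h was above T0h (38.05 RPM). The unlisted CTC6 value counted as below T0h because it was taken as 0, but the lowest value listed in CTC6 was 74.47 RPM, so the data do not show on which side of T0h it lay. With 0, comparison 2 held only in the sensitive cultivars, and footnote c of Table 2 marks the same. The paper proposes from these comparisons that the treatment may have influenced the regulation of both miRNAs.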

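By the sign rule neither comparison was positive for 18 of the 54 miRNAs. Counting only differences with a p under 0.05 in Fisher's exact test gave 21, and requiring comparison 2 in the sensitive cultivars alone gave 10.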

Finally, for 15 miRNAs it was not possible to conclude if their regulation is mostly influenced by water depletion or by genetic variation (Figure 5).

**Figure 5:**
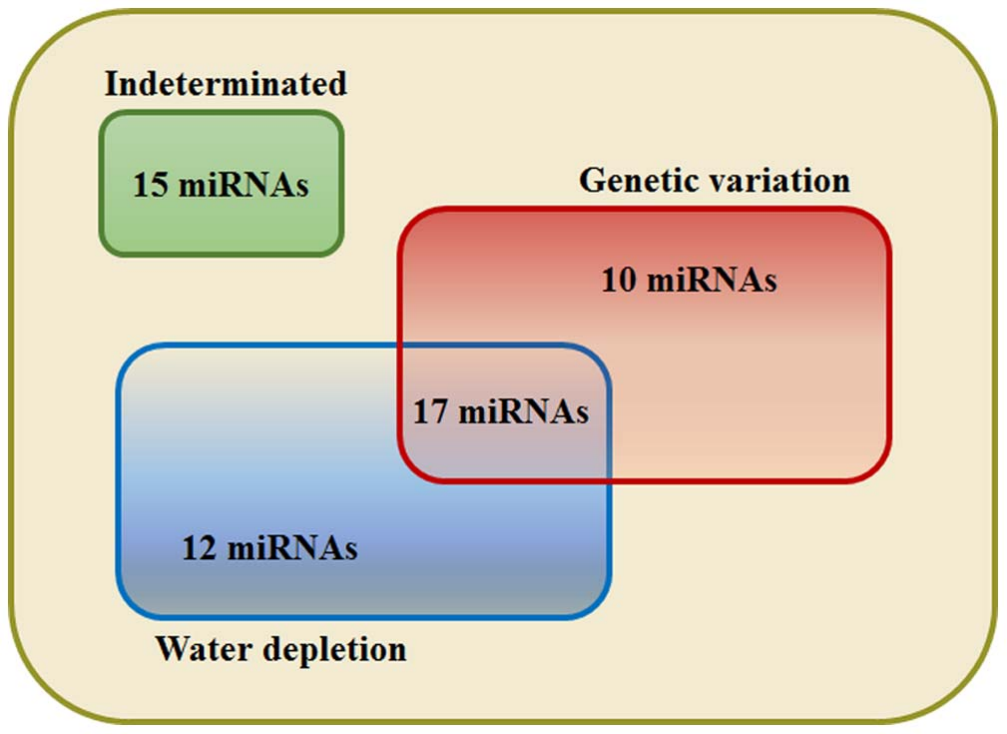
Regulation of miRNAs whether by genotype or/and water depletion. Comparison of miRNA regulation identified in individual cultivar libraries and pool libraries.

**Table 2:** Comparison between miRNAs profile of pool plants and individual cultivar libraries.+ =  the miRNA profile is the same; - contrasting miRNA profile.

miRNA	Sequence	Comparison 1^a^	Comparison 2^b^
miR1439 I	ATTTGGAACGGAGGGAGTACT	**+**	**+**
miR156 I	GACAGAAGAGAGTGAGCACA	**+**	**+**
miR156 II	TGACAGAAGAGAGCGAGCAC	**+**	**−**
miR156 VI	TTGACAGAAGAGAGCGAGCAC	**−**	**+**
miR159 II	GGATTGAAGGGAGCTCTG	**−**	**+**
miR159 III	GTTGGATTGAAGGGAGCTCTG	**+**	**−**
miR159 V	TCTTTGGATTGAAGGGAGCTCTG	**−**	**+**
miR159 VII	TGGATTGAAGGGAGCTCTG	**+**	**+**
miR159 X	TTGGATTGAAGGGAGCTCTG	**+**	**+**
miR159 XI	TTGGATTGAAGGGAGCTCTGC	**+**	**+**
miR159 XIII	TTTGGATTGAAGGGAGCT	**+**	**−**
miR159 XVI	TTTGGATTGAAGGGAGCTCTG	**+**	**+**
miR159 XVII	TTTGGATTGAAGGGAGCTCTGC	**+**	**−**
miR162* I	GGGCGCAGTGGTTTATCGATC	**−**	**+**
miR164 I	TGGAGAAGCAGGGCACGTGCA	**+**	**+**
miR164 II	TGGAGAAGCAGGGCACGTGCT	**−**	**+**
miR166 I	TCTCGGACCAGGCTTCATTCC	**−**	**+**
miR166 II	TTCGGACCAGGCTTCATTCCC	**+**	**+**
miR166* I	AATGTTGTCTGGCTCGAGGTG	**+**	**−**
miR166* III	GAATGATGTCCGGTCCGAAGA	**+**	**+**
miR166* IV	GGAATGTTGTCTGGCTCGGGGG	**+**	**+**
miR167 III	TGAAGCTGCCAGCATGATCTA	**+**	**+**
miR167 IV	TGAAGCTGCCAGCATGATCTG	**+**	**+**
miR167 V	TGAAGCTGCCAGCATGATCTGA	**+**	**−**
miR167 VII	TGAAGCTGCCAGCATGATCTGG	**−**	**+** c
miR168 I	CCCGCCTTGCACCAAGTGAAT	**−**	**+**
miR168 II	TCGCTTGGTGCAGATCGGGAC	**+**	**+**
miR169 III	CAGCCAAGGATGACTTGCCGG	**−**	**+**
miR172 I	AGAATCTTGATGATGCTGCAT	**+**	**−**
miR1878 I	ATTTGTAGTGTTCAGATTGAGTTT	**+**	**−**
miR390 I	AAGCTCAGGAGGGATAGCGCC	**+**	**+**
miR390 II	AGCTCAGGAGGGATAGCGCC	**−**	**+**
miR395 III	TGAAGTGTTTGGGGGAACTC	**+**	**+**
miR396 II	TCCACAGGCTTTCTTGAACTG	**+**	**+**
miR397 II	TTGAGTGCAGCGTTGATGAGC	**−**	**+** c
miR398 II	TGTGTTCTCAGGTCGCCCCCG	**+**	**+**
miR444 II	TGCAGTTGTTGCCTCAAGCTT	**+**	**−**
miR528 I	TGGAAGGGGCATGCAGAGGAG	**+**	**−**
miR529 I	AGAAGAGAGAGAGTACAGCCT	**−**	**+**

a Comparison 1: influence of genetic variation on miRNA response to water depletion (T24h/S24h vs. CTC6/SP903414).

b Comparison 2: influence of water depletion treatment in miRNA response on each genotype (CTC6/T0h vs. T24h/T0h) and (SP903414/S0h vs. S24h/S0h).

c occur only in sensitive cultivars.

### Target Regulation

To achieve a better understanding of the biological function of the identified miRNA, we searched for putative miRNA targets using a bioinformatics approach. Based on perfect or near-perfect match between miRNA/target in plants [37], we used the plant target prediction tools available in a public website (http://srna-tools.cmp.uea.ac.uk) to identify targets for those miRNA identified. We searched for miRNA targets in the *Saccharum officinarum* ESTs – DFCI gene index v.3 sugarcane database. This analysis identified 677 putative targets for miRNA found in leaf libraries (File S6). The annotation of the miRNA targets shows that several of them are transcription factors. Interestingly, putative targets of some miRNA* were also identified (miR160* I, miR160* II, miR160* III, miR166* II, miR166* III, miR169* I, miR396* I and miR399* I).

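Of the miRNA* named, miR160* III was not in the leaf values. MiR160* I was listed only in S0h with 125.9 RPM (50 reads), miR166* II only in S0h with 105.8 RPM (42 reads), miR169* I only in S0h with 30.2 RPM (12 reads) and miR399* I only in S0h with 40.3 RPM (16 reads). MiR160* II was listed only in S24h with 32.2 RPM (29 reads). MiR166* III had 156.2 RPM in S0h (62 reads) and 15.6 RPM in S24h (14 reads). MiR396* I had 28.5 RPM in T24h (14 reads) and 58.9 RPM in S24h (53 reads). None was listed in T0h, where the lowest value listed was 34 reads (38.05 RPM). There were no replicates, and the lowest value listed was 30.2 RPM in S0h and 11.11 RPM in S24h.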

Targets from some of the miRNA whose expression was validated were selected to confirm their regulation. The expression of GAMyb (target of miR159 X), NAC1 (target of miR164 I), AGO1 (target of miR168 II) and Laccase (target of miR397) was verified by qRT-PCR, using the same cDNA samples used for the analysis of mature miRNA expression. The results showed a negative correlation among the expression patterns of some these possible target/miRNA pairs (Figure 6). For instance, GAMyb was significantly repressed, around 50% or more, in the SP832847 tolerant cultivar submitted to water depletion treatment in three biological replicates, while the miR159X was induced in these same samples. The other pair that showed an inverse expression pattern of the correspondent miRNA was the miR164II/NAC1 transcription factor. NAC1 was up-regulated and miR164II was down-regulated in a drought-stress sensitive cultivar (p-value <0.05) in Rep1 and Rep2 samples. The NAC1 gene was induced (about 50%) while the miR164II was repressed (about 40%) in a tolerant cultivars, indicating a possible regulation of the NAC1 transcription factor by the miRNA. However, in the Rep3 of SP835073, we observed a repression of the target (p-value <0.05) although the expression of miRNA164II under water depletion did not change. In this case, the target was most likely regulated not only by miRNA164II. Alternatively, the miRNA could be induced earlier, reflecting in the late repression of target at 24 hs of treatment of water depletion. For miR168II and miR397II, their putative targets also did not show an inverse regulation (Figure 6).

**Figure 6:**
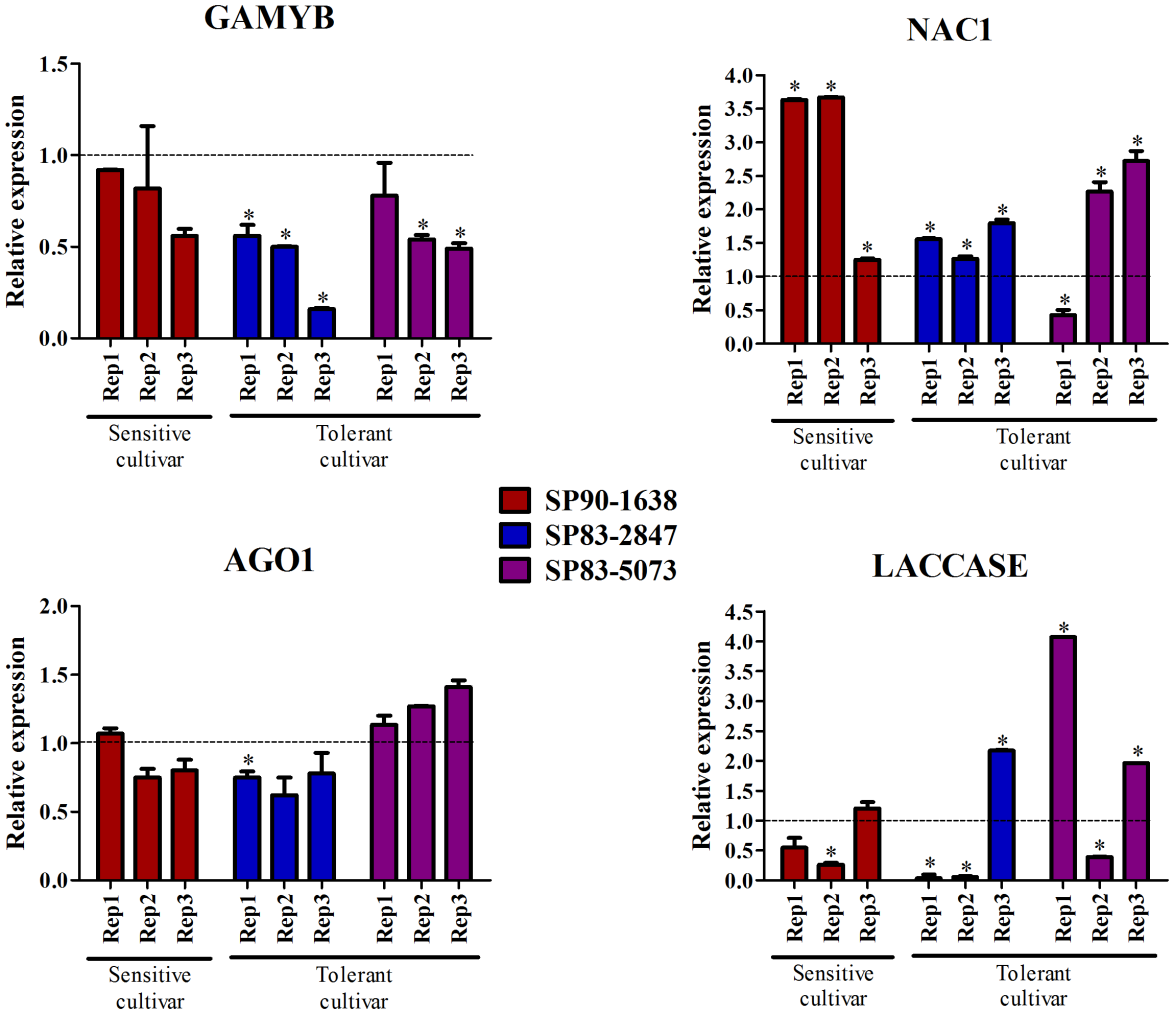
Relative expression profile of miRNA targets. Analysis of relative expression of miR159 target (GAMYB), miR164 target (NAC1), miR168 target (AGO1) and miR397 target (laccase) by qRT-PCR using samples of three sugarcane cultivar submitted to water depletion. In each case, control condition had relative expression equal 1 (dotted line). *represent significantly changing of miRNA expression between control and treatment samples (p-value <0.05).

### 22-nt miRNA Trigger siRNA Production in Leaves of Plants Under Stress

Recent studies revealed that 22-nt miRNA triggers the production of secondary siRNA [38], [39]. In order to identify siRNA regulated in sugarcane submitted to water depletion, we first identified putative targets of miRNA of 22 nt (Table 3). 

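The 22-nt leaf miRNAs of Table 3 differed widely in abundance between the 4 pools (no replicates). MiR159 I (CTTTGGATTGAAGGGAGCTCTG) was listed in all 4, with 623 RPM in T0h, 462 in T24h, 254 in S0h and 679 in S24h. MiR159 XVII was also listed in all 4, with 97.4, 173.0, 576.8 and 263.4 RPM, and miR167 VII with 54.8, 248.3, 765.7 and 135.6 RPM. MiR167 V had no listed value in T0h and 95.7, 2909 and 572 RPM in T24h, S0h and S24h. MiR167 I had 63.1 RPM in T24h and 398 RPM in S0h. MiR159 XII (131.0 RPM), miR160* I (125.9 RPM) and miR398 I (226.7 RPM) were listed only in S0h, miR166* IV (16.7 RPM) only in S24h and miR319 I (49.2 RPM, 44 reads) only in T0h.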

Next, a BLASTN was performed using the selected targets against the fraction of sRNA present in all libraries, excluding the list of miRNA sequences. A list of siRNA candidate sequences that have more than 50 reads in each library with their abundance is available in the File S7. The putative targets of miR319I, miR167V and three putative targets of miR159I probably originated siRNAs (Table 4). Sequences of siRNA from these miRNA targets varied 1–2 nt in 5′- or 3′- end of the sequence, but the most representative sequence in each case is highlighted in Table 4. Two miR159I-targets (CA229394 and TC134732) give rise the same siRNA candidates sequence. Moreover, the position of miRNA cleavage site in the target is the same of siRNA candidate, and these siRNA sequences are present in all libraries.

**Table 3:** 22-nt miRNA and their target prediction.

miRNA ID	Target gene accession	Start-end positionof target^a^	Target description
miR159I	CA229394	139–157	similar to UniRef100_A3LXX5 Cluster: Predicted mutarotase
miR159I	TC134732	551–568	similar to UniRef100_Q96464 Cluster: GAMyb protein
miR159I	CA185455	320–339	similar to UniRef100_A8TZU8 Cluster: AsmA
miR159XII	TC152911	775–795	similar to UniRef100_Q0DUE9 Cluster: Os03g0189900 protein
miR159XVII	CA229394	137–157	similar to UniRef100_A3LXX5 Cluster: Predicted mutarotase
miR159XVII	TC126115	268–290	similar to UniRef100_A7NXD7 Cluster: Chromosome chr5 scaffold_2, whole genome shotgun sequence
miR160*I	CA181132	416–433	
miR166*IV	No target found		
miR167I	TC137034	433–454	similar to UniRef100_Q0DLC3 Cluster: Os05g0109600 protein
miR167V	CA232593	420–439	similar to UniRef100_Q653U3 Cluster: Auxin response factor 17
miR167V	CA201181	176–195	homologue to UniRef100_A2YG67 Cluster: Auxin response factor 17
miR167V	CA292372	75–94	homologue to UniRef100_A2YG67 Cluster: Auxin response factor 17
miR167V	TC132917	399–418	similar to UniRef100_Q653U3 Cluster: Auxin response factor 17
miR167V	TC116192	466–485	similar to UniRef100_Q653U3 Cluster: Auxin response factor 17
miR167V	TC134152	357–376	homologue to UniRef100_Q653U3 Cluster: Auxin response factor 17
miR167V	TC114828	576–595	similar to UniRef100_Q6L8U0 Cluster: Auxin response factor 4
miR167V	TC151621	670–689	similar to UniRef100_A7Q186 Cluster: Chromosome chr10 scaffold_43, whole genome shotgun sequence
miR167V	TC137034	433–454	similar to UniRef100_Q0DLC3 Cluster: Os05g0109600 protein
miR167VII	TC137034	432–454	similar to UniRef100_Q0DLC3 Cluster: Os05g0109600 protein
miR319I	TC153622	223–241	similar to UniRef100_Q0D8K4 Cluster: Os07g0152000 protein
miR319I	TC115735	883–902	homologue to UniRef100_Q9M7E5 Cluster: Elongation factor 1-alpha
miR398I	TC112854	935–956	homologue to UniRef100_Q94KS7 Cluster: Beta-expansin 7 precursor
miR398I	TC136123	131–150	similar to UniRef100_A7Q737 Cluster: Chromosome chr5 scaffold_58, whole genome shotgun sequence
miR398I	TC120003	173–192	similar to UniRef100_Q93WS1 Cluster: Selenium binding protein
miR398I	CA124904	137–156	similar to UniRef100_A7Q737 Cluster: Chromosome chr5 scaffold_58, whole genome shotgun sequence
miR398I	CA233608	219–238	similar to UniRef100_Q1M2Z3 Cluster: Selenium binding protein
miR398I	TC136146	180–199	similar to UniRef100_A7Q737 Cluster: Chromosome chr5 scaffold_58, whole genome shotgun sequence
miR398I	CA170115	320–339	similar to UniRef100_Q6ZXK6 Cluster: Kelch repeat containing protein
miR398I	TC131025	327–346	similar to UniRef100_Q6ZXK6 Cluster: Kelch repeat containing protein
miR398I	CA124259	329–348	similar to UniRef100_Q6ZXK6 Cluster: Kelch repeat containing protein
miR398I	CA196471	318–337	similar to UniRef100_Q6ZXK6 Cluster: Kelch repeat containing protein
miR398I	CA231219	160–179	similar to UniRef100_Q6ZXK6 Cluster: Kelch repeat containing protein
miR398I	CA155584	568–589	–

a start and end position of miRNA and target alignment.

**Table 4:** miRNA target that originate siRNA candidates.

miRNA ID	Target	Cleavage site^a^	Library with siRNA^b^	Alignment position of siRNA^c^
miR159I	CA229394	139–157	T0h, T24h, S0h e S24h	157–139/294–311
miR159I	TC134732	551–568	T0h, T24h, S0h e S24h	568–551
miR159I	CA185455	320–339	S24h	495–475
miR167V	TC116192	466–485	T24h	755–773
miR319I	TC115735	883–902	S0h	115–137

a start and end position of miRNA and target alignment.

b libraries where found siRNA candidates. T = tolerant cultivar; S = sensitive cultivar.

c position that originate siRNA.

The abundance of the siRNA candidates in each library was calculated counting the number of reads of each exclusive sequence. To compare libraries, we normalized these values in transcript (reads) *per* million, using total number of reads in each library. Because siRNAs generated by the CA229394 and TC134732 resulted in identical sequences of siRNA, we combined these two targets. Figure 7A shows the number of normalized reads of siRNA candidates in each library. Only the siRNA_CA229394/TC134732 was presented in the four libraries, being the most abundant siRNA candidate identified. The others candidates were expressed only in one library. The expression of siRNA_CA229394/TC134732 was verified by qRT-PCR using the Pulsed qRT-PCR. The expression profile is similar to the observed in the bioinformatics analysis (Figure 7). This siRNA was significantly up-regulated in all genotypes when plants were submitted to water depletion during 24 h (Figure 7B), indicating a response to drought stress independent of the genotype of the cultivar.

**Figure 7:**
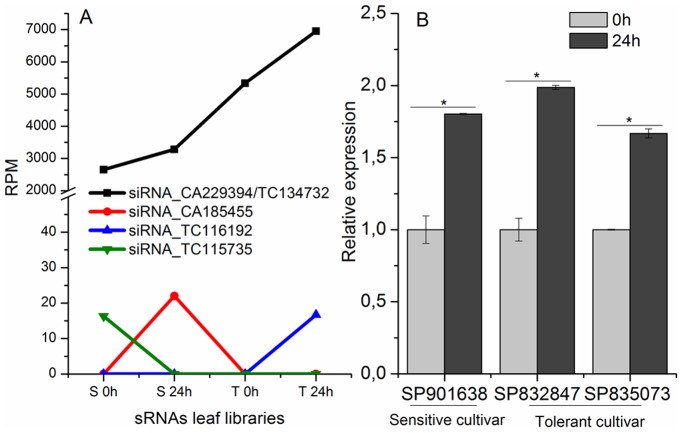
Analysis of siRNA candidates. Line graph is the abundance of siRNA candidates in each sRNA library normalized in reads *per* million. Bar graph is the relative expression of siRNA_CA229394/TC134732, which appeared in the four libraries, in different sugarcane cultivar submitted to water depletion by qRT-PCR. *represent significantly changing of miRNA expression between analyzed samples (p-value <0.05).

### Water Depletion-affected siRNA Loci Regulation in Tolerant Cultivars

For further investigate the regulation of siRNA by water depletion in sugarcane, the fraction of sRNA present in all libraries, excluding the miRNA sequences, were aligned in clusters of siRNA. The clusters were constructed using a dataset of small RNA libraries consisting of 20 libraries (with miRNA sequences excluded). Next, the clusters of siRNA were annotated using information from a sugarcane repeat database (Grativol *et* al., in preparation) and in the sugarcane EST databases. The results showed a unique profile in the T0h leaf library (Figure 8) with more reads matching the Tentative Consensus (TC) EST (Expressed Sequence Tag) assembled and unclassified repeats than others libraries. Included are siRNA clusters that aligned with repeats that could be assigned to a repeat class (e.g. Retrotransposon, MITE) in Plant Repeat Database. Moreover, this library showed less reads, which aligned with retrotransposons, unannotated repeats and unannotated-siRNA-clusters. Interestingly, the profile of siRNAs aligned in other three leaf libraries is similar. Among the alterations in the retrotransposon families, the major change was in the LTR-gypsy. Stressed tolerant cultivars showed an increase of siRNA aligned with LTR-gypsy. Moreover, libraries of tolerant cultivar under water depletion (T24h) and sensitive cultivar control (S0h) are more similar. In all libraries, the fractions with less aligned reads were transposons, MITEs (miniature inverted-repeat transposable elements), centromere, telomere and ribosomal sequences (Figure 8). The classification of unannotated repeat refers to siRNA clusters that matched to unannotated repeats in the sugarcane repeats database. Unannotated-siRNA-clusters did not have matches with sugarcane repeats databases, but based on its abundance it is a putative siRNA cluster. We analyzed this distribution in root libraries and similar profiles were observed in the four libraries (File S8).

**Figure 8:**
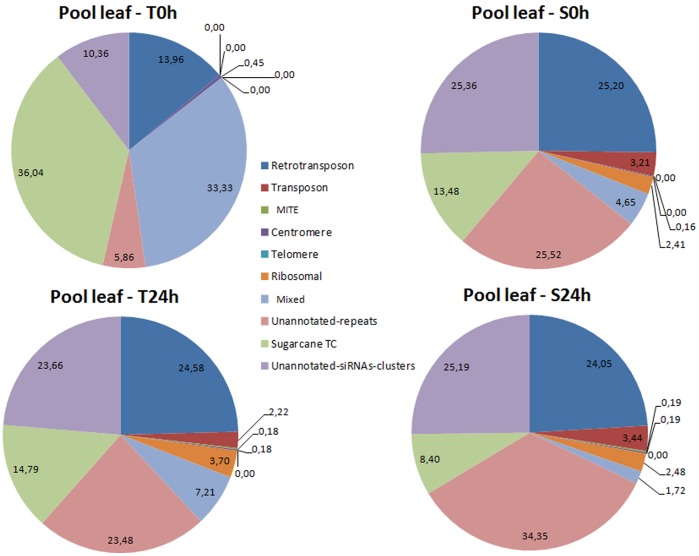
Distribution of leaf siRNA candidates aligned in cluster of siRNA. Each graph represents one leaf sRNA library. T = tolerant sugarcane cultivar, S = sensitive sugarcane cultivar. 0 h = control of stress, 24 h = time of water depletion treatment.

The size distribution of siRNA candidates in leaf libraries showed that the T0h sample showed a profile unlike the other libraries (Figure 9). It does not contain 21 nt reads and it has an additional peak of 23 nt. In the other three libraries, we observed two peaks, 21 nt (highest peak) and 24 nt. Next, we investigated the distribution of siRNA candidate sequences in the sRNA libraries (Figure 9 B). The result showed that 28 siRNA candidates were shared between leaf libraries. The S0h library showed the highest number of expressed siRNA candidates. Sensitive cultivars showed a higher number of exclusive siRNA candidates, while the tolerant cultivars showed a lower number of siRNA candidates. In addition, we observed a high number (45) of siRNA candidates in common between S0h, T24h and S24h.

**Figure 9:**
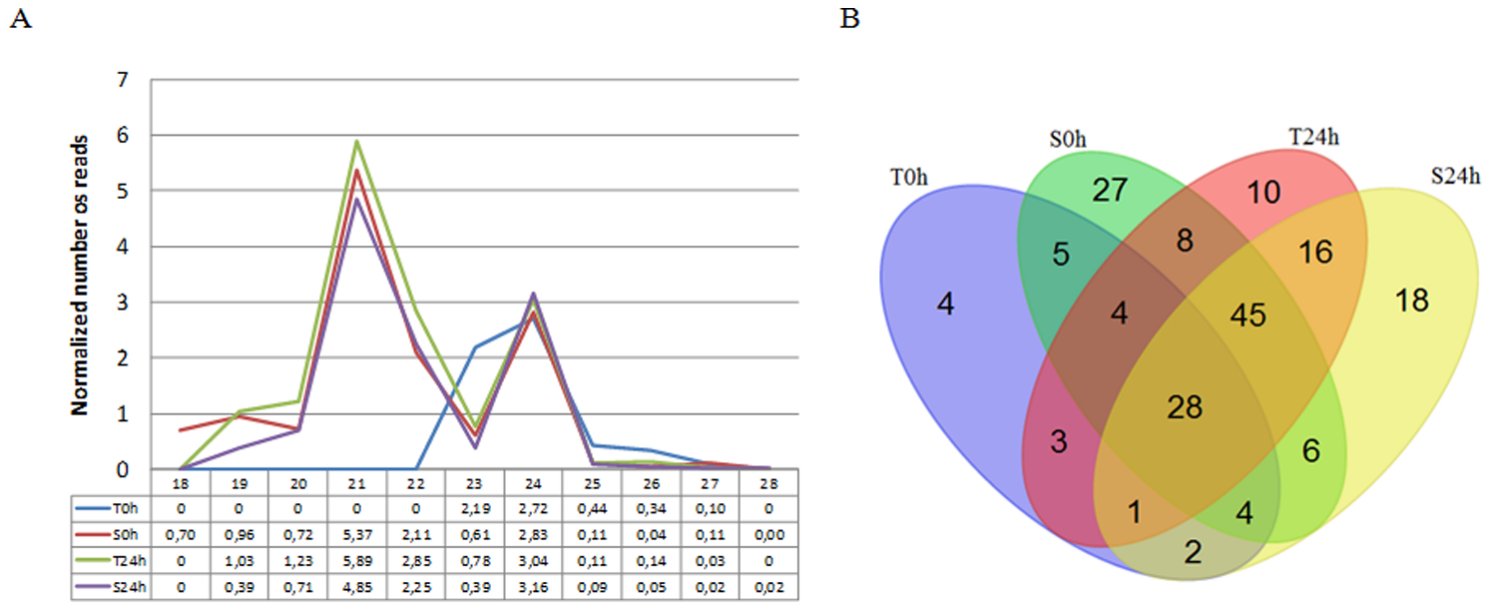
Analysis of siRNA candidates that aligned in siRNA cluster. (A) Length distribution of siRNA in each leaf library. (B) Venn diagram comprising the siRNA distribution in each leaf library. T = tolerant sugarcane cultivar, S = sensitive sugarcane cultivar. 0 h = control of stress, 24 h = time of water depletion treatment.

### Core Components of sRNA Biogenesis are Regulated in Response to Water Depletion

To investigate whether the mechanisms of sRNA biogenesis could be altered in the libraries, we selected enzymes that participate in the pathways responsible for sRNA production. The biosynthesis of plant sRNA starts with the process of double strand RNA precursor. In plants, the precursor interacts with DICER-LIKE (DCL) endonucleases, which catalyzes excision of mature miRNA [16]. Four DCL have been identified in Arabidopsis [40], and we selected two sugarcane DCLs homologues to verify whether their expression profiles in sugarcane leaf submitted to water depletion were altered: DCL1 and DCL2 (Figure 10). Both DCLs are significantly induced in sensitive cultivar submitted to water depletion and this profile was not observed in the tolerant cultivars. These results suggest that the biogenesis of sRNA is increased in the sensitive cultivar. Accordingly, we have identified more miRNA in sensitive cultivars than in the tolerant cultivars. 

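The sensitive pools listed more conserved sequences than the tolerant pools in all 4 matched comparisons, by 25 in leaf at 0 h, 13 in leaf at 24 h, 26 in root at 0 h and 25 in root at 24 h. The mean difference was 22.3 sequences (exact sign-flip permutation test, p = 0.13, the smallest p that 4 pairs allow). Drawing each library to the reads of the shallowest pool and keeping sequences with at least 10 reads changed the differences to 25.0, 6.7, -2.1 and 10.3, and their mean to 10.0 (exact sign-flip permutation test, p = 0.25). With the common floor of 38.05 RPM they were 24, 4, 4 and 10, with a mean of 10.5 (exact sign-flip permutation test, p = 0.13). The paper sets the larger number of miRNAs beside the expression of the DCL genes.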

In addition, we verified the expression profile of HYPONASTIC LEAVES (HYL) 1, an enzyme in the miRNA biogenesis pathway [41]. The result showed a down-regulation only in one tolerant cultivar: SP835073 (p-value <0.05). In the sensitive cultivar, HYL1 was significantly up-regulated by water depletion. Plants encode RNA-dependent RNA polymerases (RDRs) to produce dsRNA which will give rise to siRNA [42]. Therefore, we analyze the expression profile of RDR6, and the results showed a small reduction in RDR6 expression in the tolerant cultivars after the stress. Finally, we analyze the expression of sugarcane genes AGO proteins. Arabidopsis has 10 genes encoding AGO proteins [43], [44]. In sugarcane, we identified four genes that are homologous to AtAGO1 and one homologous to AtAGO4. We investigated the expression of two of the AGO1 genes (AGO1_2 and AGO1_3) and AGO4 (Figure 10). The results showed that AGO1_ 2 was repressed in tolerant cultivars (about 40%); however, it was slightly induced in the sensitive cultivar (p-value <0.05). AGO1_3 was significantly down-regulated in the sensitive cultivar, but it showed different regulation patterns in the tolerant cultivars (SP832847– repressed; SP835073– unalterable). Likewise, AGO4 expression showed a tendency of repression in the cultivar SP832847, while the expression of AGO4 in the cultivar SP835073 did not vary. These results suggest that AGO4 expression increases in the sugarcane sensitive cultivar upon water depletion.

**Figure 10:**
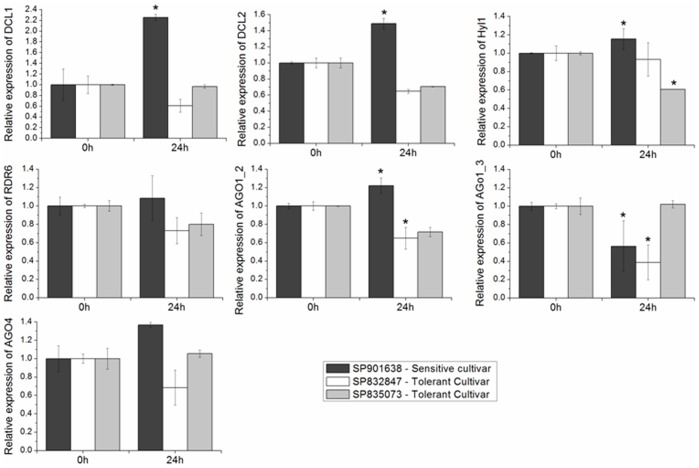
Relative expression of sRNA pathway genes. Analysis by qRT-PCR using samples of three sugarcane cultivar submitted to water depletion. *represent significantly changing of miRNA expression between analyzed samples (p-value <0.05).

## Discussion

Plants are sessile organism and under natural conditions, they are often exposed to stresses caused by the environment. To respond and adapt to stress, plant have developed multiples regulatory mechanisms [45]. Recent studies have shown that many genes are epigenetically regulated in plants [46], [47]. Among the epigenetic modifications, DNA methylation is the most well-studied; and sRNA production is a novel epigenetic system that recently has been under intense investigation [6]. High-throughput sRNA sequencing has helped to accelerate the discovery of sRNA. In the present study, we have used deep sequencing to identify sRNA regulated in sugarcane plants submitted to water depletion. Drought stress is one of the major constraints to agricultural productivity worldwide and recent reports have highlighted the importance of sRNA in the response and adaptation to water availability to plants [48]. This study investigated the role of two classes of sRNA, the miRNA and the siRNA in the early responses of sugarcane to drought stress. First, we constructed and sequenced sRNA libraries from roots and leaves of sugarcane genotypes with different drought sensitivities. Consistent with most recent reports [49], [50], roots libraries had two major peaks of sRNA of 21 and 24 nt (Figure 2). Unexpectedly, a peak of sRNA of 22 nt in length was observed in leaf libraries. In a recent studies a peak of 22 nt was also observed in the size distribution of *Cucumis sativus* sRNA [51], [52].

Recent reports have revealed that plant miRNA are responsive to abiotic stress such as drought, cold, heat and salinity [48]. The goals of this work were to identify miRNAs present in sugarcane, and investigate their regulation in response to water depletion in different genotypes. Based on characteristics of plant miRNA conservation [24], [25], all plant miRNA deposited on the miRBase were used to identify sugarcane miRNA. Bioinformatics analysis identified 88 conserved miRNA or miRNA* in leaves and 273 in roots, being 64 sequences in common between the two sugarcane tissues. 

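The miR159 family made up 99.7% of the conserved miRNA RPM in leaf T0h, 99.7% in T24h, 97.8% in S0h and 99.5% in S24h. In root it made up 37.6% (T0h), 35.4% (T24h), 38.7% (S0h) and 35.5% (S24h). The means were 99.2% ± 0.9 (SD, n = 4 libraries) in leaf and 36.8% ± 1.6 (SD, n = 4) in root (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The test ignored that leaf and root pools match in cultivars and time. A single 21-nt sequence, miR159 XVI (TTTGGATTGAAGGGAGCTCTG), had 766016, 922872, 888629 and 926263 RPM in leaf T0h, T24h, S0h and S24h. It was the most abundant sequence of every leaf library and of the T0h, T24h and S0h root libraries, where it had 139118, 119608 and 131369 RPM. In root S24h miR168 II was the most abundant single sequence with 129933 RPM, against 126005 RPM for miR159 XVI, while the miR159 family as a whole (155329 RPM) was above the miR168 family (138948 RPM). Relative to the recovered library total, which is far below the filtered reads of Table 1, the family made up 91.8% on average in leaf and 16.0% in root.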

MiR159 is the more representative miRNA family in all cultivars, in both tissues. However, analysis of miRNA expression revealed that many of them are expressed only in certain tissues and/or cell specific, and at stage of development [53]–[55]. This could explain the difference in miRNA abundances found in roots and leaves of sugarcane. DCL1, the enzyme that cleaves the miRNA precursor in plants, releases preferentially 21-nt shorts RNA from dsRNA [56]; and immunoprecipitation with anti-AGO1 antibodies revealed the preferential association of AGO1 (the canonical enzyme of miRNA pathway) with sRNA containing 5′-terminal U [12]. Accordingly, the majority of the sugarcane miRNA identified were 21 nt in length and have uracil (U) at the 5′-end in both tissues. Furthermore, although miRNA* are normally less abundant [48], some studies have indicated that plant miRNA* could play a role in plant stress tolerance [57], [58]. In this study, 11 and 54 miRNA* were identified in leaf and in root libraries, respectively, and putative targets for leaf miRNA* were found. MiR169* had a larger number of targets, and most of them encode Elongation factor 1-alpha (EF 1-α). Accordingly, the role of EF 1-α has been analyzed in response to abiotic stress, including in response to water deficit [59]. Others miRNA* also have putative targets related to abiotic stresses, such as Kelch repeat-containing F-box like protein (target of miR396*) and cold induced protein like (target of miR399*).

Recent studies have shown that some miRNA are responsive to drought stress. In sugarcane, it has also been shown that miRNA are differently expressed in sRNA libraries of cultivars with contrasting tolerance to drought [27], [36]. MiR156, miR159, miR164, miR167, miR168, miR168 and miR397 are examples of miRNA that have been described to be regulated under drought stress conditions [60]–[62]. In this study, we investigated whether these miRNA were also regulated by water depletion in sugarcane. The qRT-PCR results confirmed the majority of the expression profiles observed in the bioinformatics analysis; however, there were a few that were not confirmed and this lack of correlation could be explained because a pool of genotypes was used in the construction of sRNA libraries, while in the qRT-PCR analyzes we examined miRNA expression in individual genotypes. In order to verify whether these microRNAs are differentially regulated by water depletion or by the genotype, two sRNA libraries of individual cultivars submitted to water depletion (one tolerant and one sensitive) were sequenced. In both rice [63] and sugarcane [33] cultivars, differential miRNA in response to water deficiency be at least partially explained by genetic variation. Our results have shown that at least a fraction of the microRNAs regulated in the pool libraries have similar regulation in cultivars with contrasting tolerance to drought, suggesting an influence of the environment in miRNA regulation.

The biological function of miRNA can be inferred by the knowledge of their targets. Targets can be regulated by cleavage, repression of translation, or DNA and histone methylation [14], [64]. In plants, bioinformatics/*in silico* analysis of miRNA and their targets genes is possible due to the perfect or near-perfect complementarity between miRNA/target in the binding sites [37]. Several sugarcane miRNA targets are transcription factors, in agreement with previous reports on conserved miRNA targets [34], [65], [66] and some of these are involved in a signaling pathway of plant adaptation to drought stress [67]. For instance, the transcription factor GAMyb was identified as a miR159 X target. GAMyb is a plant growth regulator and its regulation has been described during abiotic stress [4], [34]. The target of miR164 I is NAC1 (No Apical Meristem -NAM, Arabidopsis transcription activation factor- ATAF, Cup-shaped cotyledon- CUC), a transcription factor that has been reported as involved in tolerance to abiotic stress [68]. In rice, the overexpression of NAC1 produced plants more tolerant to drought and salt stress [69]. The modulation of miRNA (up- or down-regulation) can result in a modification of their target abundance under stress condition [70], [71]. An inverse expression correlation of GAMyb and NAC1 and their respective miRNAs was confirmed for one tolerant and the sensitive cultivar. The differences in miRNA regulation observed between the two tolerant cultivars could be associated of their different-physiological response to the stress. Accordingly, the reduction in chlorophyll content in response to drought stress is higher in SP835073 than SP835073, indicating an increased sensitive to this stress [72]. Expression of others targets, Laccase (target of miR397 II) and AGO1 (target of miR168 II) was analyzed. In both cases, there is not an inverse correlation between target and miRNA, although, the predicted targets are canonical targets for their respectively miRNA. In this case, it is possible that the post-transcriptional regulation of the canonical target by miRNA-directed cleavage is not limiting the accumulation of mRNA under the stress condition, and another layer of regulation is acting, similarly to what has been described in other plants [73]. In addition, different cultivars develop contrasting morphological characteristics in response to water depletion that could result in differences in the miRNAs regulation. For example, although miR397 is similarly regulated in tolerant cultivars, its target, the enzyme laccase, which is involved in lignin biosynthesis [74], is highly induced in SP835073. This cultivar is classified as high fiber content, and upon water depletion, could increase cell wall biosynthesis to prevent water loss.

Another important role of miRNA is in the production of siRNA. The class of siRNA that is produced after cleavage of the target by miRNA is the *trans*-acting (ta-) siRNA [75], [76]. Recently, it has been described that miRNA of 22 nt in length also triggers secondary siRNA biogenesis [77]. Based on this observation, and in their abundance in leaf libraries, 22-nt miRNA species and their targets were selected to identify putative ta-siRNA. Several *TAS* genes processed by miRNA to generate ta-siRNA are well characterized in plants [75]. Examples of these genes are *TAS1*, *TAS2*, *TAS3* and *TAS4* that are transcripts recognized by miR173 (*TAS1* and *TAS2*), miR390 (*TAS3*) and miR828 (*TAS4*). However, a recent study has showed the cleavage of NB-LRR defense genes by miRNA produces ta-siRNA [39]. In addition, *MYB*-derived siRNAs were described, and the miRNA that regulated this gene was miR828 in apple [78]. In our analysis, the target of miR159I (encoding a Myb family protein) originated ta-siRNA candidates present in all libraries. Interestingly, this sugarcane siRNA was up-regulated in samples from water depletion treatment, independent of the tolerance of the cultivar to stress, suggesting the involvement of this siRNA in the response to water depletion. The production of the discrete type of ta-siRNA (not in phase) described here could be a novel mechanism of sRNA-based regulation. Contrary to the canonical ta-siRNAs whose production silence additional targets, the sugarcane ta-siRNA matches the same gene as the original microRNA and could be a tool to reinforce the silencing. Nevertheless, this hypothesis needs experimental confirmation, once the failure to detect low abundance in-phase siRNA could be due to the lack of sugarcane genome information.

The population of sRNA is complex and in addition of the ta-siRNA class described above, a large portion of plants sRNA is originated from repeats [6]. This study revealed altered distributions of siRNA- derived from repeats and gene- among sugarcane cultivars with different tolerance of drought stress. The profile of siRNA clusters derived from TC EST observed in the sensitive cultivars without water depletion is similar to tolerant cultivars under treatment. Interestingly, tolerant cultivars without treatment showed more siRNA candidates from siRNA clusters, classified as TC EST, than the others libraries. Analyzing these TC ESTs, we observed that many are related to genes of photosystem I and II (data not shown). It is known that water depletion decreases the activities of photosynthetic carbon reduction cycle enzymes [79], and possibly this reduction could be the result in an increase in siRNA derived from these TC EST in sugarcane submitted to water depletion.

Different classes of sRNA are involved in changes in DNA methylation (24-nt species) and in the regulation after transcription (21-nt species) of TEs (transposable elements). In wheat, under normal conditions, most TEs families were regulated by sRNA with 24-nt [80]. In contrast, both sensitive and tolerant sugarcane genotypes under water depletion showed an increase of 21-nt species regulating retroelements. A recent study showed that drought stress induced changes in DNA methylation. MSAP analysis in rice revealed that the retrotransposon like LTR-gypsy was a polymorphic DNA methylated fragments in response to drought stress [81]. The wheat tolerant cultivar without stress showed a similar profile of 24-nt-based regulation (DNA methylation) of LTR-gypsy. Interestingly, in tolerant sugarcane cultivars, water depletion induced a shift in sized of LTR-gypsy derived siRNA from 24-nt to 21-nt species. These results suggest water deficiency may change methylated sites of TEs starting a sRNA-directed posttranscriptional silencing suppression of TE activity in sugarcane.

An important characteristic that differentiates sRNA classes (miRNA and siRNA) is their origin and biogenesis, even though some classes share common enzymes in their pathways [82]. DCL, HYL, RDR and AGO are examples of enzyme involved in the plant sRNA pathways. DCL1 is involved in the first step of canonical miRNA biogenesis and can be involved in production of miRNA-like siRNA and DCL1-dependent 22-nt siRNA; while, DCL2 is involved in cleavage of long inverted repeat precursor of miRNA-like siRNA [82]. The expression profile of these DCLs in sugarcane suggested a more effective activity of sRNA biogenesis in the sensitive than in tolerant sugarcane cultivars. The result is in agreement with the observation that more miRNA have been identified in sensitive cultivars than in tolerant cultivars. RDR6 is required for siRNA biogenesis, including ta-siRNA biosynthesis which convert the cleaved target transcript into double-strand RNA to be further processed by DCL [42], [83]. Differential expression of RDR6 was shown in sugarcane cultivars with contrasting tolerance to drought stress, with RDR6 expression being down-regulated in the tolerant cultivars. The first steps in miRNA processing requires the DCL1-HYL1 complex [84]. However, HYL1 was down-regulated only in the SP835073 (tolerant cultivar); therefore, it was not possible to conclude whether regulation of HYL1 expression is involved in the plant responses to water depletion. The mature miRNA is incorporated in a ribonucleoprotein complex (RISC) containing the AGO protein [85]. Following the mechanism of sRNA action, the AGO1 can trigger the cleavage of targeted RNA or inhibit mRNA translation [12], [13]. The expression profile of three AGO1 genes (AGO1-miR168II target, AGO1_2 and AGO1_3) was analyzed. Still, AGO1_2 and AGO1_3 were down-regulated in tolerant cultivar. The expression of the AGO4 gene was not significantly different in sugarcane cultivars submitted to water depletion. AGO4 has affinity for miRNA or siRNA and trigger the cleavage of target or mediate cytosine DNA methylation [86]. Moreover, generally, AGO4 binds sRNA that has 5′ adenosine 24-nt [87]. Altogether, these results suggest that some components of sRNA biogenesis are involved in the plants responses to water depletion.

Our results characterized the regulation of sRNA and explored the expression profile of sRNA pathway genes in sugarcane cultivars submitted to water depletion. We confirm the findings of recent studies that correlate the response of miRNA and their targets genes to availability of water. Furthermore, we showed that sRNA responses to water depletion could differ between sugarcane cultivars, contributing to increase the knowledge of sRNA roles in response to drought stress in the complex, polyploidy sugarcane plant.

## Supporting Information

File S1 **Electronic Northern of leaf miRNA.** The number of conserved miRNA reads in each library were normalized by transcripts per million. The miRNA sequences and their length were also shown.
(XLSX) Click here for additional data file.

File S2 **Electronic Northern of root miRNA.** The number of conserved miRNA reads in each library were normalized by transcripts per million. The miRNA sequences and their length were also shown.
(XLSX) Click here for additional data file.

File S3 **Pairwise statistical analysis of leaf miRNAs.** Statistical analysis of bioinformatics data using pairwise Fisher exact test, p-value <0.05.
(XLSX) Click here for additional data file.

File S4 **Pairwise statistical analysis of root miRNAs.** Statistical analysis of bioinformatics data using pairwise Fisher exact test, p-value <0.05.
(XLSX) Click here for additional data file.

File S5 **Relative expression of miRNA in different sugarcane cultivars by qRT-PCR.** *represent significantly changing of miRNA expression between analyzed samples (p-value <0.05).
(XLSX) Click here for additional data file.

File S6 **Putative targets of all leaf miRNA in sugarcane.** EST sugarcane data from Gene Index version 3.0 was used to search for potential new miRNA targets by UEA sRNA toolkit-Plant target prediction pipeline.
(XLSX) Click here for additional data file.

File S7 **siRNA candidates from targets of miRNA 22-nt in each library.**
(XLSX) Click here for additional data file.

File S8 **Distribution of root siRNA candidates aligned in cluster of siRNA.** Each graph represents one-leaf sRNA library. T = tolerant sugarcane cultivar, S = sensitive sugarcane cultivar. 0 h = control of stress, 24 h = time of water depletion treatment.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

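Conserved miRNA were measured in 10 small RNA libraries of sugarcane, with 1 library per condition. These were 8 pools of 4 cultivars each (leaf or root, tolerant or sensitive, 0 or 24 h of water depletion) and 2 leaf libraries of single cultivars at 24 h (CTC6 and SP903414). Before depositing the values, the authors trimmed the adapters, removed tRNA, rRNA and low-complexity reads, and matched the reads to miRBase and the sorghum genome with miRProf. The authors deposited RPM (reads per 1000000 reads) for each conserved sequence, and their Methods state that the number of filtered reads of each library was used for normalization. Only the conserved miRNA and miRNA* are in the files, and the lowest abundance listed differs between libraries.

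The library totals were recovered from the RPM values. Totals from 20000 to 4000000 reads were searched for the smallest one under which the most values are whole numbers of reads within the rounding of 0.005 RPM. It fitted 1109 of 1111 values over the 10 libraries. Read numbers are RPM multiplied by this total. On simulated libraries, 4 of 4 totals were recovered. These used the root S0h profile and the root T0h and S0h totals, with random read sampling only and no listing floor. Leaf and single-cultivar libraries were not simulated. In the run with changes 86.5% of 200 changed sequences were called, as were 94.9% of the sequences changed 4-fold. In a separate run without changes 3.1% of sequences had a p under 0.05. That rate covers read sampling only and says nothing about variation between plants. Recovered totals ranged from 397025 to 899941 reads in the leaf pools, from 620717 to 766117 in the root pools, and were 805641 and 1525574 in the single cultivars. The precision of each abundance is given as an exact Clopper-Pearson 95% interval, and that of each share of sequences as a Wilson 95% interval.

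Pairs of libraries were compared with a 2-sided Fisher's exact test per sequence, over sequences listed in at least 1 of the libraries, at a p under 0.05 without adjustment. P-values below 1e-300 were written as that value. Log2 ratios used a pseudocount of 1 RPM, which understates the change of rare sequences. Tissues were compared by the exact permutation test over all 70 splits of 8 pools, and tolerant with sensitive pools by the exact sign-flip test over 4 matched pairs. The tissue test ignores that leaf and root pools also match in cultivars and time. With that matching, the smallest p of the exact sign-flip test would be 0.13. With 1 library per condition no test covers the variation between plants of the same condition. In the tests over libraries this variation enters only mixed with the differences between cultivar pools and treatments.

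The sequences named are the 8 miRNAs whose sequencing profile the paper describes, the most abundant sequence of each library, the 22-nt leaf miRNAs of Table 3, the leaf miRNA* listed with targets, and for each pair the 3 sequences with the largest log2 ratio among those listed in both libraries with a p under 0.05.

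The designs and the main alternatives were fixed before the processed files arrived, but not before the values were seen. The paper's File S1 and File S2 hold the same values as the files (1092 root and 528 leaf entries compared, 0 differing), and these, with File S3 and File S4, had been read by then. For the rule behind comparisons 1 and 2, 3 forms were tried on File S1 against Table 2, and the form closest to Table 2 was fixed as the main setting. For the percentages of differing miRNAs, 3 forms were tried on the paper's own p-values (unadjusted over listed miRNAs, Bonferroni-adjusted, and unadjusted over all sequences of the tissue), and the form that gave the paper's percentages was fixed as the main setting. Closeness of these results to the paper is therefore in part a product of that choice. The forms not taken are among the alternatives. The paper's Methods name a Bonferroni correction, which is one of them.

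The alternatives were Bonferroni adjustment, RPM rounded to whole numbers against a total of 1000000, totals without miR159 XVI, common floors for listing, only sequences listed in both libraries, a 2-fold minimum, pseudocounts of 10 and 0.1 RPM, drawing down to the shallowest library with at least 10 reads, leaving out single libraries, and other rules for the comparisons. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. Size distributions of all reads, siRNA, qRT-PCR and target predictions were left out, since the files analysed here do not hold them. No genome came with the data, and no coordinates are given.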

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

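Over 10 groups of 4 pool libraries each (5 library-level measures in 2 tissues), 3 had a library farther from the others than Dixon's critical value for 4 values at the 5% level allows. By chance about 1 in 20 groups would be flagged, and the measures are related to each other, so the 3 flags are not 3 separate events.

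The T0h leaf library had the lowest total of conserved miRNA, 814663 RPM, while the other leaf pools had between 949371 and 971003 RPM (gap over range 0.862). For the same reason its 21-nt conserved miRNA made up 76.8% of the recovered library total, against 90.4% or more in the others (gap over range 0.842). Sequences lost to the high listing floor of T0h do not fill the gap. Those below its floor carried at most 251.13 RPM in another leaf pool, against a gap of at least 134708 RPM. Read depth did not set T0h apart, with a total of 893644 reads that lies between those of the other pools. Shortened miR159 reads were relatively more frequent in T0h, at 5.91% of miR159 XVI against 4.18% to 4.46% in the others, which is consistent with more trimmed or degraded molecules. In RPM the shortened forms (45281 in T0h and 38714 to 41172 elsewhere) are far too few to fill the gap. These predictions were written after the values were seen. The paper itself describes this library as unlike the others in its siRNA clusters. With 1 library, a property of the library and a property of unstressed tolerant plants cannot be told apart.

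The miR159 family made up 97.8% of the conserved miRNA in leaf S0h and between 99.5% and 99.7% in the other leaf pools (gap over range 0.901). The other families together had 20520 RPM in S0h and 2385 to 4646 RPM elsewhere. With the common leaf floor the S0h share was 97.84%, so the listing floor does not account for it. S0h was also the library with the fewest reads, 397025, which fits the prediction written for depth but gives no direction and so tests little. After every leaf pool was drawn to that total and sequences with at least 10 reads were kept, the lowest share of another leaf pool was 99.53%. Random drawing leaves expected shares unchanged apart from sequences lost below 10 reads. The check therefore covers only that loss, which does not account for the low share. The preparation of the library was not tested. All 3 predictions were written after the result was seen. A difference between unstressed sensitive plants and the rest is a candidate explanation that 1 library cannot test.

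The paper's percentages for root compare tolerant with sensitive pools. Between 24 h and 0 h, 40 root miRNAs had a p under 0.05 by Fisher's exact test in both the tolerant and the sensitive pair, and 23 of them changed the same way (14 higher and 9 lower). Over these 40, the direction in one pair did not predict that in the other (Fisher's exact test across miRNAs, p = 0.523), nor after division by the median ratio of each pair (Fisher's exact test, p = 0.337), as predicted before the test if the match is chance. MiRNAs are not independent replicates, and the count of 23 is no more than chance across miRNAs gives.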

How the results depend on the processing

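A result with a test was labelled the same when it kept its direction and its side of p 0.05, whatever its size (exact permutation and Fisher's exact tests). A count was labelled moved when it changed by more than 1.5 times, a percentage of differing miRNAs when it or the number of differing miRNAs did, and a share by length or first base when it left its Wilson interval. By these rules 44 of 69 results were the same under every alternative, which does not mean that their size held. The difference between sensitive and tolerant pools could not change its side of p 0.05. The smallest p that 4 pairs allow is 0.13 (exact sign-flip permutation test), so only its direction was tested. Among 282 alternative values, 242 were the same, 33 moved, 3 were weaker, 1 was stronger and 3 were reversed. Every moved or reversed value is given below. The 3 weaker rows are miR164 II (tolerant) with Bonferroni adjustment and, with totals without miR159 XVI, miR156 V (sensitive) and miR167 III (tolerant), and the stronger row is miR159 X (sensitive) with those totals. The direction of the differences between leaf and root held throughout, but the difference in the number of sequences fell to 96.5 with the common floor. The mean excess of sensitive over tolerant pools fell to 10.0 after drawing down, with 3 of 4 pairs still positive. With the common floor it fell to 10.5, with all 4 pairs positive.

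With the common detection floor of 38.05 RPM over the 8 pools, distinct root sequences numbered 1.7e2 (55 shared with leaf and 112 only in root), root miRNA* 32, root sequences in all 4 pools 109, and root sequences with 5′ U made up 55.1%. The leaf numbers changed little. The floor removes many rare root sequences, so the size of the root set depends on the depth and on the floor of each library. Weighted by mean RPM, 21-nt sequences made up 95.3% in leaf and 82.1% in root and sequences with 5′ U 99.4% and 93.5%, because a few 21-nt sequences with 5′ U hold most reads.

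With only miRNAs listed in both libraries, the leaf percentages were 81.8% (T0h and S0h), 66.7% (T24h and S24h), 90.9% (T0h and T24h) and 71.9% (S0h and S24h), and the root percentages 44.5%, 43.7%, 28.3% and 34.8%. A miRNA listed in only 1 library differs almost by definition, since the listing floor of at least 10 reads puts it far from 0, and an absent sequence may have had reads below the floor. With Bonferroni adjustment the root percentages were 31.2%, 31.4%, 18.1% and 28.7%. With a 2-fold minimum they were 36.4%, 32.7%, 19.0% and 31.4%. Taken over all sequences of the leaf pools, a denominator that was not listed beforehand, T0h and T24h gave 52.3%.

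For comparisons 1 and 2, the floor of 74.47 RPM over the 6 leaf libraries left 6 miRNAs positive in both. When comparison 2 needed only the sensitive cultivars, 4 were positive in comparison 1 alone, 19 in comparison 2 alone and 10 in neither. When it needed either cultivar group, a rule tried before the designs were fixed and not listed then, 24 were positive in both, 1 and 22 in one alone, and 7 in neither. Leaving out a cultivar group with no reads is the same as the main rule by construction, so it does not test the empty groups.

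With totals without miR159 XVI, 3 log2 ratios of T24h against T0h were reversed, to 0.56 for miR164 II, 0.54 for miR168 II and 1.08 for miR159 II. Reads outside miR159 XVI numbered 209098 in T0h and 37893 in T24h, so this total raises every T24h value. The fall of miR164 II and miR168 II in tolerant leaves thus depends on the choice of total. Since all T24h values are raised alike, the reversals show nothing particular to these miRNAs.

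Depth limits the rare sequences most. In CTC6 nothing under 60 reads was listed, and in leaf T0h nothing under 34. The replicate block was not run because each condition has 1 library.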

Differences from the paper's values

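The totals recovered from the RPM values add up to 2681912 reads in the leaf pools, against the paper's 14193780 filtered reads, and to 2679298 reads in the root pools, against the paper's 16956062. No alternative changes these totals.

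Conserved 21-nt miRNA alone made up 76.8% of the recovered total of leaf T0h, 92.5% of T24h, 90.4% of S0h and 93.0% of S24h. The paper's share of 21-nt reads among all leaf reads in Fig. 2C, read by eye, is about 34% for T0h, about 28% for T24h, about 26% for S0h and about 30% for S24h. None of the alternatives set before the files arrived bears on this.

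Smaller differences concern the comparisons with single cultivars. Here 15 miRNAs were positive in both comparisons, 10 in comparison 1 alone, 11 in comparison 2 alone and 18 in neither, and the paper's numbers are 17, 10, 12 and 15. When a difference counted only with a p under 0.05 in Fisher's exact test, comparison 1 alone (10) and comparison 2 alone (12) equalled the paper's numbers, while both (11) and neither (21) did not. The main rule had been taken as the closest to Table 2 of 3 tried. Table 2 marks miR159 XVI in comparison 1, whereas here it was lower in T24h than in S24h (922872 and 926263 RPM) and higher in CTC6 than in SP903414 (951101 and 911608 RPM). Table 2 marks miR390 I in comparison 2, whereas it had 95.7 RPM in S0h, 123.3 in S24h and 92.4 in SP903414. Table 2 marks miR167 VII and miR397 II in comparison 2 with a footnote for sensitive cultivars only, and here they matched in neither comparison because both cultivar groups were required. Table 2 also lists miR159 XIII in comparison 1, which has no value in either single cultivar.

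In root 57 sequences carried a miRNA* annotation, and the paper gives 54. The paper describes 21 nt and 5′ U as the majority in both tissues. In root they were the most frequent classes but made up 40.7% and 48.7% of the sequences. With the common floor over the 8 pools, 21-nt sequences made up 45.5% and those with 5′ U 55.1%. Weighting by mean RPM gave 82.1% and 93.5%. The paper names Bonferroni correction in its Methods, and with it the root percentages were 31.2% and 31.4%. Without it they were 59.6% and 56.3%, and the paper's are 59% and 56%.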

Other observations

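All values had been seen in the paper's supplementary files before any prediction was written. Of 18 predictions, 7 were written before the result of their test was computed and 11 after it was seen in the tables.

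Some sequences that are abundant in several libraries are absent from others. MiR160* II had 2847, 2594 and 2687 RPM in root T0h, T24h and S24h and no value in root S0h, where 1987 reads would be expected at its lowest RPM elsewhere. MiR160* VIII had 896 RPM or more in the same 3 libraries and none in S0h. The shorter miR160* V, a part of miR160* II, was listed in S0h with 74.4 RPM, the highest of the 4 root pools. MiR159 XIII had at least 1810 RPM in every leaf pool and no value in CTC6 or SP903414, where 1458 and 2761 reads would be expected. MiR159 XIV was also missing from both, with 244 and 463 reads expected. MiR168 II and miR167 IV were among other sequences missing from CTC6. There 277 and 138 reads would be expected, against a lowest listed number of 60 reads. Read sampling cannot give such gaps. A candidate explanation is that rows were lost when the tables were made, which the files cannot test, and a real absence was not ruled out. MiR159 XII showed the reverse pattern of miR159 XIII, with 3060.92 RPM in CTC6 and 2470.55 RPM in SP903414. Among the leaf pools it was listed only in S0h, with 130.97 RPM. For miR159 XIII, values entered under the wrong name were therefore not ruled out either. This pattern was noticed in the tables, and its prediction was written after.

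Root pools list more conserved sequences than leaf pools. After drawing every library to 397025 reads the exact permutation test still gave p = 0.0286, and so it did with a common floor of 38.05 RPM. That test took the libraries as unpaired, although leaf and root pools match in cultivars and time. Root pools were also drawn down until their reads outside miR159 XVI equalled the mean of the leaf pools (89392 reads). They had at least 81.9 expected sequences with 10 or more reads, against at most 57 in leaf. That mean is raised by leaf T0h (209098 reads), while T24h, S0h and S24h had 37893, 44217 and 66359. The 57 sequences were those of S0h, so the root pools kept more such reads than the pool they were set against. The test therefore cannot rule out reads taken up by miR159 XVI. The depth and miR159 XVI predictions were written before those tests, and the one on the floor after. A difference between the tissues is a hypothesis that remains. The paper refers to an earlier study for the preparation of the root libraries and describes the leaf libraries as made similarly. Any difference in preparation would coincide with tissue and was not tested, so the 2 cannot be told apart.

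In sensitive leaves, 23 of 32 miRNAs listed at both times were lower at 24 h (71.9%, Wilson 95% interval 54.6% to 84.4%), and in tolerant leaves 12 of 22 (54.5%). With totals without miR159 XVI the sensitive share was 61.3% (19 of 31) and with the common leaf floor 67.9% (19 of 28). Both intervals include 50%, but the floor moved the share little and left fewer miRNAs. Its interval is therefore no evidence that the listing floor accounts for the excess. Neither explanation is ruled out. Dividing by the median ratio of 0.489 left 19 of 23 differing miRNAs still different, so uniform scaling does not explain the single changes. The division removes the excess of lower values by construction, so scaling is not ruled out for the excess itself. The contrast between sensitive and tolerant was tested over the 20 miRNAs listed in all 4 leaf pools. The exact McNemar test gave p = 0.508, and no difference between the groups was found.

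The siRNA candidates of the paper's File S7 are not in the files analysed here, and the read numbers are the paper's. Of their reads, 83.0% in T0h, 84.1% in T24h, 89.3% in S0h and 79.0% in S24h belong to 21-nt sequences that differ from miR159 XVI by 1 base. These reads amount to 2.0%, 4.0%, 2.1% and 1.5% of the recovered miR159 XVI reads, if both read numbers are on the same scale, which was not tested. A candidate explanation is that they are misread or altered copies of this sequence, which was noted after the list was seen, and siRNA from the targets cannot be excluded. The candidate TTTGGATTGAAGGGAGCTCTT, the most abundant in 3 of the 4 lists, has 4463, 7188, 1679 and 2151 reads in the paper's list. With the totals recovered here that is 4994 and 14630 RPM in T0h and T24h and 4229 and 2390 RPM in S0h and S24h, a log2 ratio of -0.82 in sensitive leaves. The direction in the sequenced sensitive leaf libraries could therefore depend on the choice of library total. That prediction too was written after. By qRT-PCR the paper also reports a significant rise of its siRNA candidate at 24 h in every cultivar tested. That measurement does not use library totals.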
